# Corticothalamic neurons in motor cortex have a permissive role in motor execution

**DOI:** 10.1038/s41467-025-59954-1

**Published:** 2025-05-21

**Authors:** Lina Marcela Carmona, Anders Nelson, Lin T. Tun, An Kim, Rani Shiao, Michael D. Kissner, Vilas Menon, Rui M. Costa

**Keywords:** Molecular neuroscience, Motor cortex

## Abstract

The primary motor cortex (M1) is a central hub for motor learning and execution. M1 is composed of heterogeneous cell types with varying relationships to movement. Here, we tagged active neurons at different stages of motor task performance in mice and characterized cell type composition. We identified corticothalamic neurons (M1^CT^) as consistently enriched with training progression. Using two-photon calcium imaging, we found that M1^CT^ activity is largely suppressed during movement, and this negative correlation augments with training. Increasing M1^CT^ activity through closed-loop optogenetic manipulations during forelimb movement significantly hinders execution, an effect that became stronger with training. Similar manipulations, however, had little effect on locomotion. In contrast, M1 corticospinal neurons positively correlate with movement, with an increase during training. We uncovered that M1^CT^ neurons suppress corticospinal activity via feedforward inhibition, also scaling with training. These results identify a permissive role of corticothalamic neurons in movement execution through disinhibition of corticospinal neurons.

## Abstract (web summary)

How different cell types in primary motor cortex contribute to movement during learning and/or execution is not fully understood. Here authors show that corticothalamic neurons of the primary motor cortex are silent during movement and that this activity signature is critical for proficient movement generation.

## Introduction

The ability to learn and execute new movements is critical for survival. Precise execution of movements is often acquired via repetition and refinement, a process that depends on activity coordinated throughout the brain and spinal cord^1,2^. Within these circuits, the primary motor cortex (M1) projects directly to the spinal cord, but also to other motor areas in the basal ganglia, thalamus and brainstem, affording it unique control over motor action^3,4^. M1 is engaged during motor learning as well as during the execution of voluntary movements in rodents, non-human primates, and humans^5–12^. Changes in the formation, turnover, and spatial distribution of spines^13–17^, the restructuring of dendritic arbors^18–21^, as well as shifts in the patterns of electrical activity in M1 all affirm an active and critical role of M1 in learning and performance of various motor tasks^11,15,22–27^.

However, M1 cells are transcriptionally and functionally heterogeneous^28–30^, and different cell types exhibit varying relationships to movement during learning and/or execution. Furthermore, many of these populations are intricately connected, generating local networks that could contribute to the overall activity and function of M1. Some recent studies have tried to isolate the role of different M1 cell types in movement or learning by using known cell type markers or projection patterns^22,23,31^. We reasoned that a more unbiased and comprehensive screen of which cell types are engaged during movement, at different stages of training and proficiency, could complement the candidate approach taken to date. We designed an experimental approach leveraging a calcium-dependent photoswitchable indicator in combination with single-cell RNA sequencing to determine which M1 cell types are differentially enriched at different stages of motor training and proficiency. This approach identified several neuron types within M1 with differential activity early versus late in training and led us to uncover that a particular cell type—the M1 corticothalamic neurons—have an unexpected but critical role in movement.

## Results

### M1^CT^ neurons are enriched at late stages of training

We utilized an M1-dependent head-fixed motor task^32^ to screen for cell type engagement at different stages of training. The task consists of forelimb-driven pulls of a small rotary wheel wherein mice had to cross an infrared (IR) beam at the apex of the wheel and make contact with the rungs to commence a trial (Fig. 1A). Mice were rewarded when pulls executed within 200 ms of trial start reached a velocity threshold. Within two weeks, mice showed an increase in the number of successful trials, as demonstrated by significantly increased percent success over time (p = 0.0104, one-way ANOVA, time) (Fig. 1B), as well as increased velocity of trials, as indicated by an increase in the maximum velocity reached during all trials in each training session (p = 0.0182, one-way ANOVA, time) (Fig. 1C, D). For subsequent experiments, we chose day 4 and day 12 as our early and late training time points, respectively (p = 0.0336, day 4 v. day 12, one-way ANOVA).

**Fig. 1:**
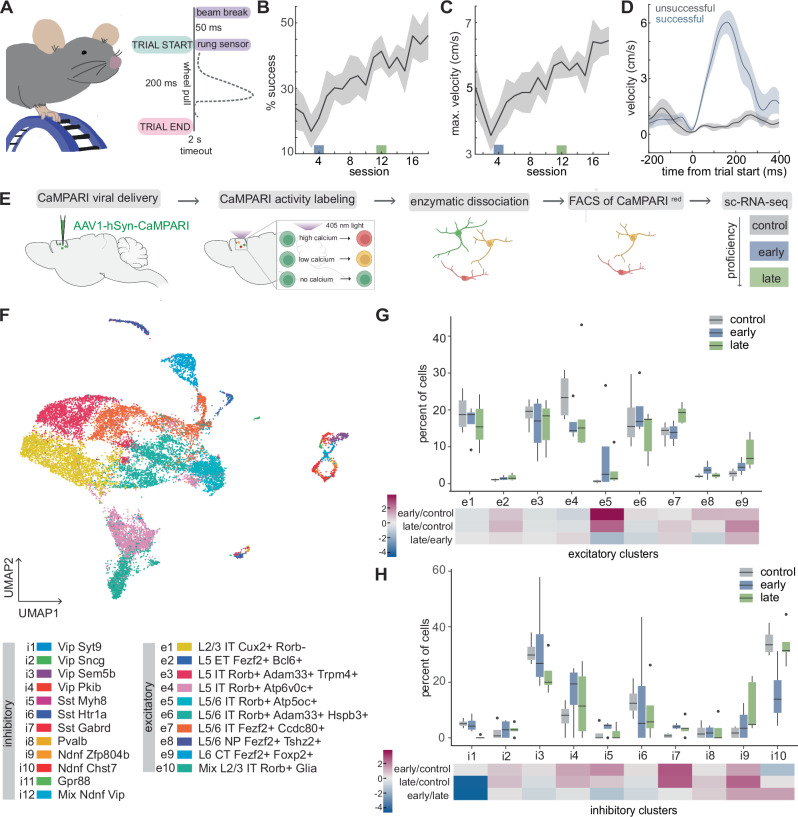
M1 active cell type enrichment during training of a motor task. **A** Schematic of wheel pulling task, left. Schematic of trial structure, right. Percent success (**B**) and maximum velocity (cm/s) of all trials (**C**) during 18 consecutive training sessions; N = 6 animals. Mean, solid gray line; shaded area, SEM; Early and late training are denoted by blue and green boxes, respectively; p = 0.0104 (**B**) and p = 0.0182 (**C**), one way ANOVA, time; p = 0.0336 (**B**) and p = 0.0569 (**C**) early v. late training, one-way ANOVA multiple comparisons; see Supplementary Table 3 for all statistics. **D** Velocity (cm/s) of successful (blue) and unsuccessful trials (gray) on day 4 (early training); mean, solid line; shaded area, SEM. **E** Outline of labeling, sorting, and sc-RNAseq strategy; created in BioRender. Carmona (2025) https://BioRender.com/t64l613. **F** Aggregate UMAP of all sc-RNA-seq runs. Percent of excitatory (**G**) or inhibitory (**H**) neurons present from each clusters at each timepoint, top; Gray, control; Blue, early training; Green, late training; outliers, black dots. Fold change between the early and control, late and control, and early and late, bottom; N = 4, control; N = 4, early; N = 5, late. Each of these replicates consists of neurons pooled from 2-4 animals; see Supplementary Table 2 for statistics of all comparisons.

We next optimized a system to label the neurons that were active at different stages of execution of this task. To this end, we utilized CaMPARI, a photoswitchable indicator that fluoresces green at baseline but converts to red upon coincident exposure to calcium and 405 nm light^33^ (Fig. 1E). Although there are numerous systems now available to label active neurons^34–37^, CaMPARI was particularly well suited for our approach given its high fidelity reporting of activity relative to Immediate Early Gene (IEG) systems, and its short window of labeling (on the order of minutes) compared to hours for other systems. We performed stereotactic injections of an adeno-associated virus (AAV) expressing CaMPARI under the neuron-specific human synapsin promoter into the caudal forelimb region^38,39^ of M1. We compared cell type engagement at different training stages: 1) early stages of training (day 4), 2) late stages of training (day 12), and 3) no training, in which the wheel was covered but the mouse was otherwise exposed to the same environment (collected on the equivalent of day 1 of a training timeline). At the respective time point, light was delivered through a cranial window in pulses of 5 s to photoswitch CaMPARI and label the active neurons as mice performed or were exposed to the task (Fig. 1S). Labeling epochs were random and irrespective of specific behavior during the training session. M1 was then rapidly dissociated and neurons with photoswitched red CaMPARI fluorescence were enriched using fluorescence activated cell sorting (FACS). This ensured that only active neurons were subsequently processed using single-cell RNA sequencing. Each timepoint (control, early, late) was repeated a minimum of four times to account for behavioral variability, with each run consisting of neurons from 2-4 animals. 

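The sorted cells were mostly excitatory neurons, with microglia as the largest other group. Of 13269 cells kept in the 13 libraries of the 3 conditions, 9078 were glutamatergic neurons, 594 were GABAergic neurons and 2807 were microglia. The others were 490 oligodendrocytes, 113 astrocytes, 72 endothelial or mural cells, 48 oligodendrocyte precursors and 67 cells that no marker set named. Glutamatergic neurons made up 42.2% to 94.7% of the cells of a library and microglia 2.36% to 41.5%. The control condition had 4 libraries (day 1), the early condition 4 (day 4) and the late condition 5 (day 12). Each library pooled cells sorted for red CaMPARI from several mice, so the library was the replicate. The paper expressed CaMPARI from a neuron-specific promoter, and glia were sorted nonetheless. How many of the sorted neurons lacked red CaMPARI was not measured, so not all of them need have been active. The authors aligned the reads to mm10 with Cell Ranger 3.1.0 and deposited raw counts of UMIs per gene for every barcode, empty droplets included, without normalization. The total per library ran from 9331783 to 42428617 UMIs in the control condition (median 26214683), from 8409498 to 48661248 in the early condition (median 30191698) and from 8145435 to 38942773 in the late condition (median 16761553). From these counts, cells were called with the procedure of Cell Ranger, written anew and run per library, and the filters given in the paper's methods were then applied. Cells were clustered on 3000 variable genes after Harmony integration over libraries, and clusters were named from markers chosen before the data were examined. Foxp2, Fezf2, immediate early genes, other activity-regulated genes, stress genes, mitochondria-encoded genes and ribosomal protein genes were kept out of the clustering and the name markers. Their levels thus did not set the marker score of a cluster. Foxp2 and immediate early genes could still rank among the leading genes of a cluster, which the naming rule also read. Shares of cell types were compared between conditions with edgeR's quasi-likelihood test on the number of cells per class and library, adjusted by Benjamini-Hochberg over the classes.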

We achieved a median unique molecular identifier (UMI) and gene count of 7971.5 and 3503, respectively, over all runs (Supplementary Table 1).

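Neurons of the 3 conditions were sequenced to a similar depth. In the control condition the 3721 neurons had a median of 14896 UMIs and 4978 genes, in the early condition the 3575 neurons had 16954 UMIs and 5173 genes, and in the late condition the 2376 neurons had 16030.5 UMIs and 4954 genes. Over all 9672 neurons the median was 15836.5 UMIs and 5046 genes. The medians of single libraries spread from 8785 to 24358 UMIs (SD 5064 UMIs, n = 13 libraries), which is wider than the distance between the conditions. These medians cover the cells that passed cell calling and the filters of the paper's methods, glia left out.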

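Clusters of excitatory neurons were named by layer and projection type from fixed marker genes. The levels of such markers therefore describe the classes and are no separate support for their names. Cux2, a transcription factor of upper layers, stood at 296 ± 61.4 CPM (UMIs scaled to a common library size; SD, n = 13 libraries) in the L2/3 IT-like class (intratelencephalic neurons) and Rorb, a nuclear receptor of layer 4 and 5 neurons, at 546 ± 154 CPM (SD, n = 13) in the L4/5 IT-like class against 37.4 ± 29.2 CPM in the L2/3 IT-like class. Deptor, a marker of layer 5 IT neurons, reached 216 ± 47.8 CPM (SD, n = 13) in the L5/6 IT-like class. Bcl6 reached 198 ± 38.2 CPM (SD, n = 5 libraries with enough cells) in the L5 ET-like class (extratelencephalic neurons), and Tshz2 reached 1444 ± 216 CPM (SD, n = 10) in the L5/6 NP-like class (near-projecting neurons). Syt6, a marker of corticothalamic neurons, reached 137 ± 40.3 CPM (SD, n = 11) in the L6 CT-like class against 10.2 ± 13.5 CPM (SD, n = 10) in the L5/6 NP-like class. Among inhibitory neurons, Sst reached 7737 ± 4561 CPM (SD, n = 6) in the Sst class, Vip 11091 ± 1975 CPM (SD, n = 9) in the Vip class and Lamp5 587 ± 121 CPM (SD, n = 9) in the Lamp5 class. In all, 12 glutamatergic and 7 GABAergic clusters were found, of which 10 and 7 could be named, giving 6 excitatory and 5 inhibitory classes. The L5/6 IT-like clusters scored 0.258 and 0.290 on their markers, not far above the 0.2 needed for a name. The larger Vip cluster and the smaller Lamp5 cluster had no marker of their class among their leading genes. The source data of Fig. 1 list the paper's own labels for 16489 cells. The copy at hand holds 1997 of them, from early replicate 1 and late replicate 1 only. All 119 cells labeled L6CT_Fezf2+_Foxp2+ in that copy fell into the L6 CT-like class. Not all cells of that class carry the label: in early replicate 1 it held 39 cells labeled L6CT_Fezf2+_Foxp2+ and 21 labeled L5/6IT_Fezf2+_Ccdc80+, and in late replicate 1 it held 80 and 8. Other labels and classes met to varying degree: L5/6NP_Fezf2+_Tshz2+ (58 of 59 cells in the L5/6 NP-like class), L5/6IT_Cux2+_Rorb- (268 of 305 in the L2/3 IT-like class), L5/6IT_Rorb+_Adam33+_Hspb3+ (121 of 197 in the L4/5 IT-like class), L5IT_Rorb+_Adam33+_Trpm4+ (299 of 317 in the L4/5 IT-like class), Ndnf_Chst7 (22 of 22 in the Lamp5 class) and Sst_Htr1a (18 of 18 in the Sst class).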

Unbiased clustering of our aggregate data yielded the expected cell type subdivisions based on cortical layer marker genes. Mapping to a high resolution M1 cell type atlas further demonstrated the cell type heterogeneity present in our samples, with concordance among our clusters and published annotations^28,29^ (Figs. 1F and S2A, B). 

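A group of cells of low RNA content, clustered with the glutamatergic neurons, was also present here and belonged to no layer class. Whether these are intact neurons was not tested, and they count in the glutamatergic totals. The largest glutamatergic cluster without a name had a median of 757 UMIs per cell, and its first leading genes were the immunoglobulin genes Igkc and Jchain, which cortical neurons are not known to make. A further unnamed cluster of 24 cells, led by the striatal genes Penk, Tac1, Adora2a and Drd2, had 21 cells in the baseline library and 3 in the others. Unnamed cells, nearly all of the first cluster, were 7.89% ± 4.08 (SD, n = 4) of the glutamatergic neurons in the control condition, 10.9% ± 4.67 (SD, n = 4) in the early condition and 14.7% ± 11.4 (SD, n = 5) in the late condition. Late replicate 4 held 34.7% and the other late libraries 7.25% to 12.2%. The copy at hand of the source data of Fig. 1 has 383 cells labeled Mix_L2/3IT_Rorb+_Glia. Of these only 18 were among the cells kept here, 12 of them unnamed. All 8 cells labeled Mix_Ndnf_Vip in that copy were found, 7 of them in the Sncg class.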

Three clusters, i11, i12, and e10, contained mixed populations and were excluded from further analysis. Comparison across each timepoint did not reveal a binary presence or absence of particular cell types (Fig. S2C). 

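All 6 excitatory classes were present in every one of the 13 libraries, from untrained mice to late training. The rarest in cell number were L5 ET-like neurons, with 41, 40 and 31 cells in the control, early and late conditions. Among inhibitory neurons, Lamp5 cells (68, 47 and 88 cells) and Vip cells (74, 79 and 74 cells) were found in every library. Sncg cells were missing from 1 of the 5 late libraries, and Sst cells from 1 of the 4 early and 1 of the 5 late libraries. Pvalb cells, the scarcest class with 7, 4 and 7 cells, were found in 2 of 4 control, 3 of 4 early and 2 of 5 late libraries. A library held 11 to 95 inhibitory neurons in all, so that a Pvalb count of 0 there was not separable from a share of a few percent at this depth.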

Rather, enrichment analysis demonstrated a diversity of cell type engagement patterns across timepoints (Fig. 1G, H). 

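IT-like neurons of all layers were captured in every condition, with shares that varied widely between libraries. L4/5 IT-like neurons made up 43.5% ± 12.3 (SD, n = 4) of glutamatergic neurons in the control condition, 37.0% ± 14.8 (SD, n = 4) in the early and 28.3% ± 10.5 (SD, n = 5) in the late condition. L2/3 IT-like neurons made up 23.6% ± 10.8, 26.5% ± 16.9 and 19.4% ± 8.92 in the same order, and L5/6 IT-like neurons 16.6% ± 4.98, 12.5% ± 3.96 and 20.3% ± 4.05. L5/6 NP-like neurons had shares of 2.69% ± 0.855, 4.25% ± 2.00 and 2.98% ± 0.655, and L5 ET-like neurons 1.04% ± 0.438, 1.27% ± 0.267 and 2.28% ± 2.31. Between the late and the control condition the log2 fold change was -0.60 (standard error 0.38, adjusted p = 0.388 from edgeR) for L4/5 IT-like neurons and 0.64 (standard error 0.61, adjusted p = 0.617 from edgeR) for L5 ET-like neurons. L5/6 IT-like neurons had the smallest p between the late and the early condition, with a log2 fold change of 0.70 (standard error 0.35, adjusted p = 0.332 from edgeR), and their exact two-sided permutation test gave p = 0.0397 (adjusted p = 0.238). None of the 6 excitatory classes passed an adjusted p of 0.05 in edgeR in any of the 3 comparisons, and 1 class (late against control) had an unadjusted p under 0.05 there, against 1 class in late against control and 1 class in late against early by the exact permutation test. In simulated counts with the spread of these libraries, a late against control difference of 2-fold in a class of the size of the L6 CT-like class was called in 32.0% of 200 simulations and a difference of 3-fold in 81.5%.

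**Figure D1:**
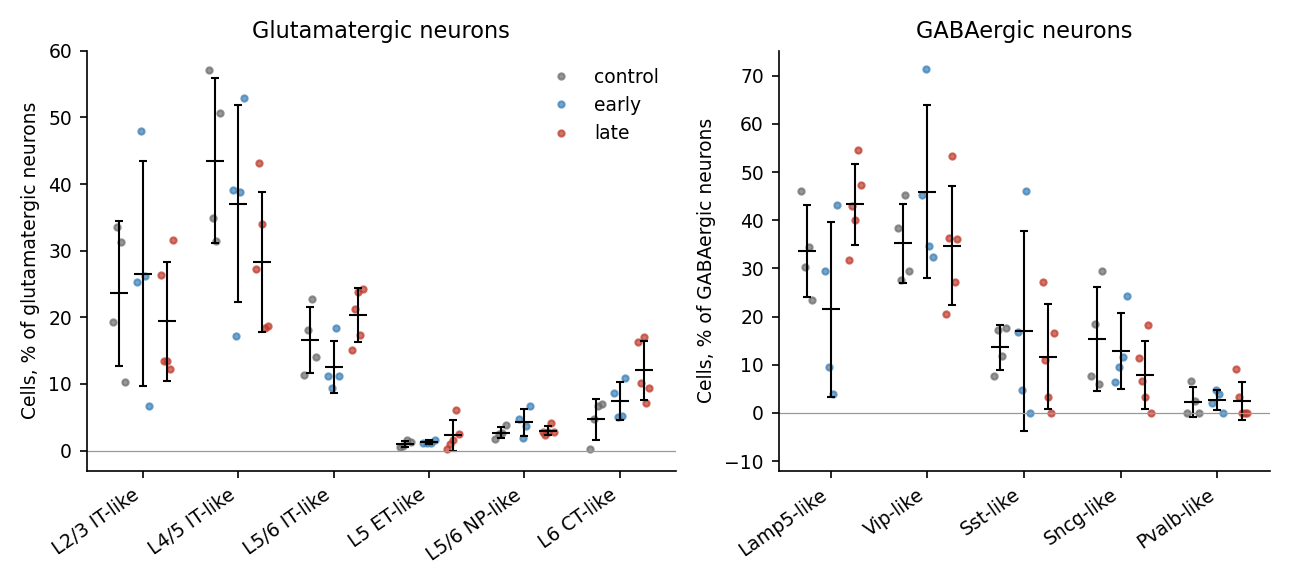
Share of each class among glutamatergic or GABAergic neurons (percent) in the control (4 libraries), early (4) and late (5) conditions; points are libraries, short horizontal lines are means and error bars are SD. The L4/5 IT-like points of the 3 conditions overlap around means of 43.5%, 37.0% and 28.3%.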

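Inhibitory neurons were a small part of the neurons sorted for red CaMPARI in all conditions. They made up 6.84% ± 2.29 (SD, n = 4) of neurons in the control condition, 6.33% ± 5.20 (SD, n = 4) in the early and 8.79% ± 2.00 (SD, n = 5) in the late condition, which is 203, 179 and 212 cells. Among them, Lamp5 neurons held 33.6% ± 9.50, 21.5% ± 18.2 and 43.3% ± 8.44 (SD) in the control, early and late conditions, and Vip neurons 35.2% ± 8.21, 45.9% ± 17.9 and 34.7% ± 12.3. Sst neurons held 13.6% ± 4.71, 16.9% ± 20.7 and 11.7% ± 10.9, and Sncg neurons 15.4% ± 10.9, 12.9% ± 7.90 and 7.89% ± 7.12. The smallest adjusted p over all comparisons was that of Lamp5 neurons, late against early, with a log2 fold change of 0.83 (standard error 0.49, adjusted p = 0.528 from edgeR). None of the 5 inhibitory classes passed in any comparison, by edgeR or by the exact permutation test. None had an unadjusted p under 0.05 by either. The early against control permutation test had only 70 splits, too few for 1 class alone to pass after adjustment.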

Because we did not capture as many inhibitory neurons across timepoints, we conducted our enrichment analysis independently for excitatory and inhibitory neurons. To control for labeling dependency on light penetration and differential baseline activity of neuronal types, we used internal comparisons by calculating enrichment relative to the control condition that did not receive any training. Overall, compared to the control condition that did not receive any training, the most enrichment occurred across clusters in late condition with three subtypes enriched in excitatory neurons (e2, e5, e7, and e9) and three subtypes in inhibitory neurons (i2, i7, and i9). In comparison, only one inhibitory (i7) subtype was enriched in the early condition relative to the control condition. 

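With the paper's subtype labels carried over to all neurons, the excitatory subtypes e2, e7 and e9 had a higher mean share in the late than in the control condition. The corticothalamic subtype e9 made up 8.84% ± 3.57 (SD, n = 5) of glutamatergic neurons in the late condition and 3.31% ± 2.31 (SD, n = 4) in the control condition, a log2 fold change of 1.32 (standard error 0.49, adjusted p = 0.110 from edgeR). Subtype e7, IT neurons with Fezf2 and Ccdc80, made up 20.8% ± 4.28 against 15.2% ± 4.95, a log2 fold change of 0.45 (standard error 0.37, adjusted p = 0.420 from edgeR). Subtype e2, the ET neurons with Bcl6, made up 1.72% ± 1.37 against 0.985% ± 0.365 (adjusted p = 0.508 from edgeR), and subtype e5, with Rorb and Atp5o, was 10 cells against 3, where 5 of the 10 are themselves labeled cells of late replicate 1, so that no direction is given. Among inhibitory subtypes, i9 (Ndnf_Zfp804b) was 6 of 212 late neurons, 2 of them labeled cells, and 2 of 203 control neurons. These too are too few for a direction. In the copy of the source data at hand, i2 (Vip_Sncg) and i7 (Sst_Gabrd) have only 4 and 3 labeled cells, too few to be carried over. That copy holds no cell of a control library, so the control shares of i2 and i7 are not known. None of the 9 excitatory and none of the 10 inhibitory labels passed the adjusted threshold in edgeR, with 2 excitatory labels (e9 and e5) and 0 inhibitory labels at an unadjusted p under 0.05. The labels came from cells of early replicate 1 and late replicate 1 alone, which favors rare labels such as e5 in those conditions, and each labeled cell, when left out, got its own label back in 88.8% of 1282 excitatory and 76.7% of 103 inhibitory cells.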

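Between untrained mice and early training, Ndnf_Chst7 neurons, the most frequent inhibitory label over the 3 conditions together, made up 34.2% ± 8.00 (SD, n = 4) of inhibitory neurons in the control condition and 16.5% ± 12.6 (SD, n = 4) in the early condition, a log2 fold change of -0.92 (standard error 0.56, adjusted p = 0.203 from edgeR). Subtype i7 (Sst_Gabrd) was 2 of 179 early neurons, both of them cells that carry the paper's label in early replicate 1. The copy of the labels at hand covers only that library and late replicate 1, so the share of i7 in other libraries could not be measured. None of the 10 inhibitory labels passed, and the 1 with an unadjusted p under 0.05, Vip_Sncg, has the same limit. Among the 9 excitatory labels the smallest adjusted p was 0.654 in edgeR, and none had an unadjusted p under 0.05.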

When comparing early and late training stages, we observed enrichment of three subtypes, one excitatory (e6) and one inhibitory (i10), at late stages of training, and enrichment of one inhibitory subtype (i1) at early stage (significance determined using ANCOM-BC p value <0.05; Supplementary Table 2). 

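Between early and late training, Ndnf_Chst7 neurons (i10), a Lamp5 type, had the smallest p of the inhibitory labels, at 40.1% ± 9.68 (SD, n = 5) of inhibitory neurons in the late condition, a log2 fold change of 1.11 over the early condition (standard error 0.54, adjusted p = 0.404 from edgeR). Subtype e6, IT neurons with Rorb, Adam33 and Hspb3, made up 16.1% ± 7.49 (SD, n = 5) of glutamatergic neurons in the late condition and 29.7% ± 10.4 (SD, n = 4) in the early condition, a log2 fold change of -0.85 (standard error 0.41, adjusted p = 0.334 from edgeR). IT neurons with Fezf2 and Ccdc80 were higher in the late condition by a log2 fold change of 0.65 (standard error 0.37, adjusted p = 0.334 from edgeR). In the copy of the source data at hand, subtype i1 (Vip_Syt9) has 1 labeled cell, an early neuron. Its share in other libraries could therefore not be measured. None of the labels passed after adjustment in edgeR, and 1 excitatory and 1 inhibitory label (e6 and i10) had an unadjusted p under 0.05.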

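Corticothalamic neurons of layer 6 were named by Syt6, Rprm, Hs3st4, Tle4 and Ntsr1. Their mean share among the sorted excitatory neurons was higher at late training than in untrained mice. The L6 CT-like class made up 4.70% ± 3.10 (SD, n = 4) of glutamatergic neurons in the control condition and 12.0% ± 4.41 (SD, n = 5) in the late condition. Single control libraries held 0.298%, 4.77%, 6.66% and 7.05%, and single late libraries held 7.14%, 9.47%, 10.2%, 16.3% and 17.1%. Every late library thus lay above every control library, but the closest were not separable by counting error. Late replicate 4 held 7 of 98 cells (95% interval 2.92% to 14.2%) and control replicate 4 held 11 of 156 (3.57% to 12.3%). The log2 fold change fitted by edgeR was 1.38, or 2.61-fold (standard error 0.50, adjusted p = 0.070 from edgeR over 6 classes), and the exact two-sided permutation test of the shares gave p = 0.0159 (adjusted p = 0.0952). Control replicate 1, with 1 such cell of 336 (95% exact Clopper-Pearson interval 0.00753% to 1.65%, counting error only), was the lowest, and without it the log2 fold change was 1.03 (standard error 0.40, adjusted p = 0.114 from edgeR). The difference passed after adjustment in 6 of 24 alternative settings, with adjusted p from 0.0189 to 0.254 over all of them. Among the 6 were clustering at resolution 0.4 (adjusted p = 0.0295) and the setting without late replicate 4 (adjusted p = 0.0375). At resolution 0.4 the share kept the median and SD of the main setting in each condition, so that pass adds no separate evidence.

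**Figure D2:**
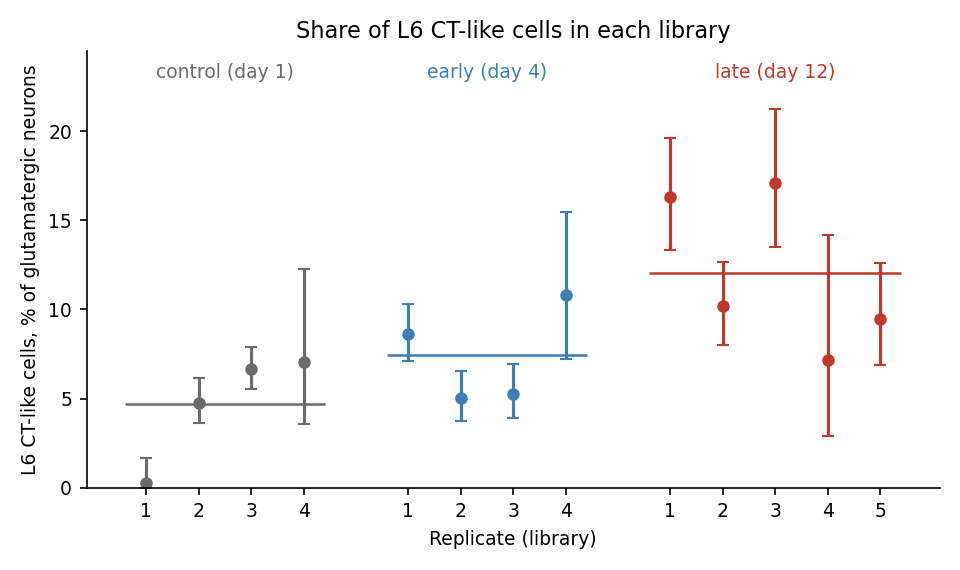
Share of L6 CT-like cells among glutamatergic neurons (percent) per library in the control, early and late conditions; points are libraries with 95% Clopper-Pearson intervals, and horizontal lines are means of the conditions. The control libraries lie between 0.298% and 7.05% and the late libraries between 7.14% and 17.1%.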

One subtype of particular interest with significant enrichment at the late training timepoint relative to the control (p = 0.00394) because of its lack of characterization during motor learning and execution was the cluster of corticothalamic neurons (M1^CT^). This population is marked by FoxP2 and Fezf2 expression (excitatory cluster 9, e9) and is experimentally accessible with the FoxP2-cre mouse line. 

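Foxp2, a transcription factor gene on chromosome 6 of mm10 from 14901349 to 15441977 (ENSMUSG00000029563), was highest in L6 CT-like neurons, with 268 ± 91.9 CPM (SD, n = 11 libraries) against 44.4 ± 12.8 CPM (SD, n = 10) in L5/6 NP-like, 25.7 ± 10.3 CPM (SD, n = 5) in L5 ET-like and 0.337 ± 0.363 CPM (SD, n = 13) in L2/3 IT-like neurons. Fezf2, a transcription factor gene of deep-layer projection neurons on chromosome 14 from 12342094 to 12348189 (ENSMUSG00000021743), had 101 ± 27.1 CPM (SD, n = 11) in L6 CT-like neurons and more in L5/6 NP-like (346 ± 70.5 CPM) and L5 ET-like neurons (230 ± 52.9 CPM). At least 1 UMI of Foxp2 was found in 86.9% and of Fezf2 in 58.5% of 697 L6 CT-like cells (median 13948 UMIs), against 0.824% and 1.26% of L2/3 IT-like cells (median 19435 UMIs). Thinned to 3000 UMIs per cell, Foxp2 was found in 53.6% of L6 CT-like, 12.5% of L5/6 NP-like, 9.82% of L5 ET-like and 0.0393% of L2/3 IT-like cells. Training did not separate the level of either gene within L6 CT-like neurons, with a late against control log2 fold change of -0.19 (standard error 0.32, adjusted p = 0.974 from edgeR) for Foxp2 and 0.09 (standard error 0.31, adjusted p = 0.992 from edgeR) for Fezf2. The paper singles out this population because it was enriched at late training relative to untrained mice and had been little studied in motor learning and execution.

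**Figure D3:**
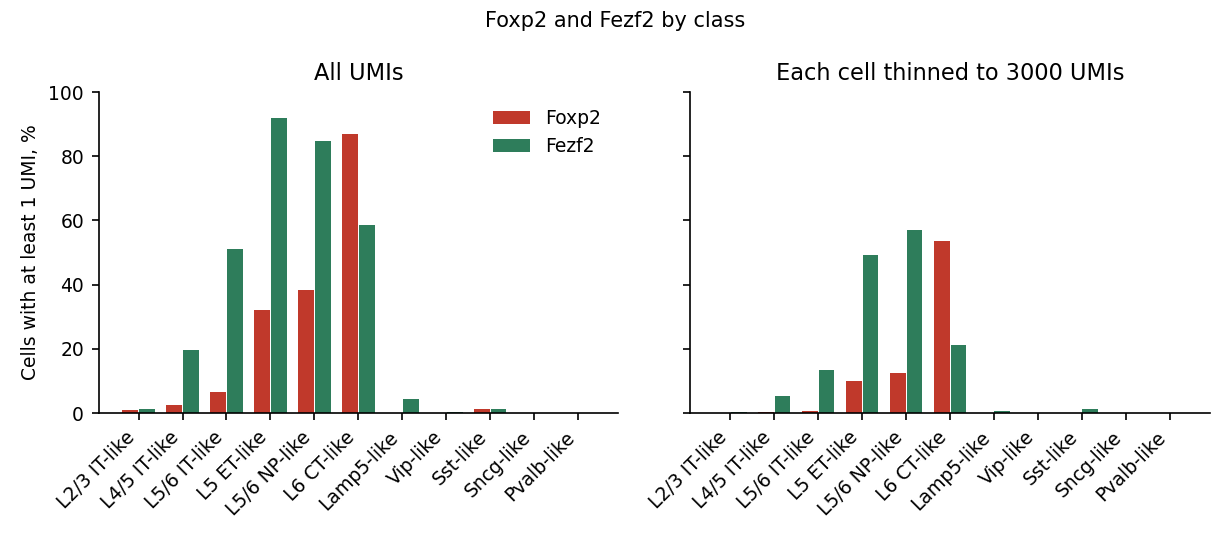
Percent of cells of each class with at least 1 UMI of Foxp2 (red) or Fezf2 (green), over the 13 libraries of the 3 conditions together, with all UMIs (left) and with each cell thinned to 3000 UMIs (right). With all UMIs the Foxp2 bar is highest in L6 CT-like neurons and the Fezf2 bar in L5 ET-like neurons.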

Anatomical mapping of the projections of FoxP2 + M1 neurons confirmed broad thalamic targeting of this population^4,40–42^, and also demonstrated topographical organization in M1 dictated by thalamic projection pattern (Fig. S3). Given this enrichment at late stages of learning, as well as the known role of thalamus in motor learning and execution^43–45^, we further investigated the role of these neurons during motor execution.

### M1^CT^ neurons decrease activity during movement

The contribution of the corticothalamic M1 output pathway to motor execution is poorly understood compared to the thalamocortical pathway^46,47^ as well as other output populations in M1^23,27,31^. Thus, we characterized the activity of M1^CT^ neurons at different stages of training in our wheel pulling task. We performed stereotactic injections to deliver an AAV expressing Cre-dependent GCaMP7f to the caudal forelimb area in M1 of FoxP2-cre mice (Fig. S4A, B). To image activity of these deep cortical neurons without incurring significant damage to M1, we followed an approach previously implemented to image corticospinal neurons in M1^23,27^. We used two-photon (2p) imaging to record calcium dynamics in the dendritic trunks of FoxP2 + M1^CT^ neurons through a cranial window at least 300 µm below pia. An additional retrograde AAV expressing a Cre dependent red fluorescent protein was injected into the cervical segments of the spinal cord to label the small population of Foxp2 expressing corticospinal neurons and exclude them from our imaging fields (Fig. S4A–C). To extract the calcium signal, we used constrained nonnegative matrix factorization (CNMF)^48^, and we excluded any highly correlated units (ρ > 0.8) to avoid overrepresentation from branches of the same neurons^23,49^.

We analyzed M1^CT^ neuronal activity during movement by aligning to trial start during successful or unsuccessful trials across all training sessions. Surprisingly, we observed that activity of M1^CT^ decreased during wheel movement (Figs. 2A, B and S4E). To examine whether this was a general feature of these neurons, we calculated the cross-correlation of the activity (ΔF/F) to the wheel velocity as measured by the rotary encoder. This further demonstrated a negative relationship between activity and wheel movement throughout the session, with the suppression in neuronal activity slightly preceding peaks in wheel velocity (Fig. 2C). No correlation was observed when the neuronal activity shuffled (Fig. S4D). Given this striking signature in M1 where other populations exhibit positive correlations with movement^23,27,31^, we examined whether the suppression in M1^CT^ neurons was observed for the majority of M1^CT^ neurons. For this, we examined activity during all wheel pulls of all sessions as we found a similar decrease in activity during movement as in trials (Fig. S4F). Classification revealed that most neurons show decreased activity during wheel pulls (69%, M1^CT-down^) relative to a window of low movement prior to the pull. A smaller fraction displayed no modulation (15%, M1^CT-no mod.^) or increased activity (16%, M1^CT-up^) during wheel movement (Figs. 2D–G and S4G). To further validate this finding, we performed similar imaging using another well-established marker line for labeling layer VI corticothalamic neurons, Ntsr1-cre (Fig. S4H, I). Classification of modulation corroborated that the majority of M1^CT^ neurons decreased in activity during wheel pulls (Fig. S4I).

**Fig. 2:**
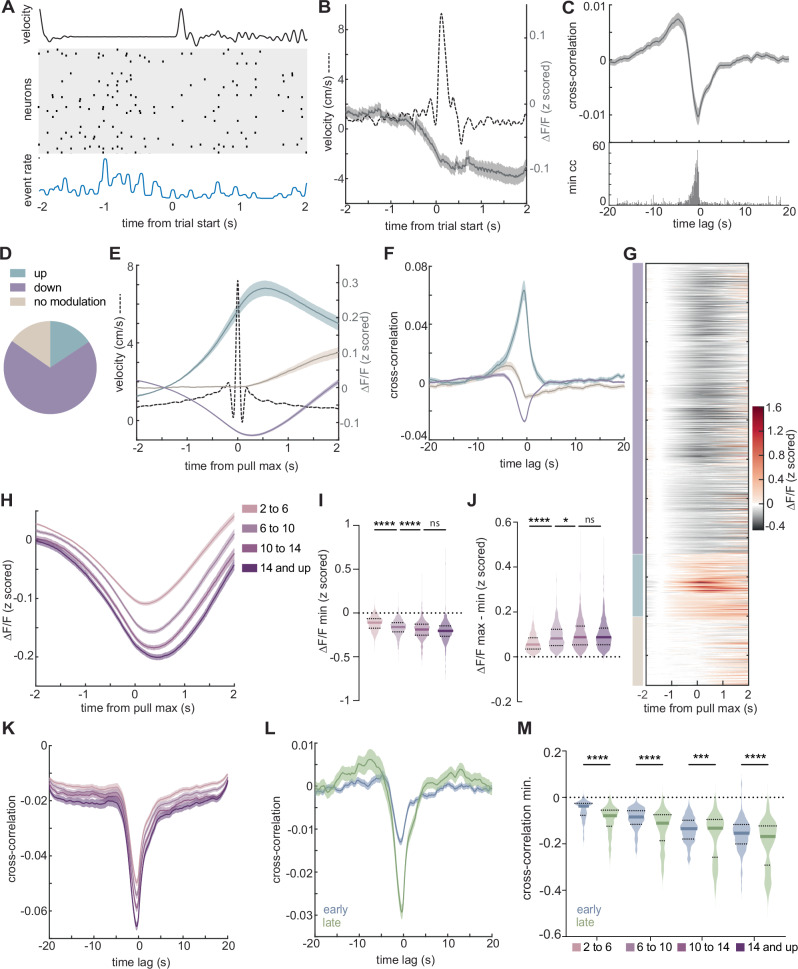
M1^CT^ neurons are suppressed during movement. **A** Single trial example of M1^CT^ activity; top, wheel velocity; middle; raster plot (N = 53 units); bottom, aggregate event rate; **B** Z-scored ΔF/F during successful trials, all sessions; mean, solid line; shaded area, SEM; Wheel velocity, dotted line; **C** Top, cross-correlation of Z-scored ΔF/F by unit to wheel velocity, whole session; mean, solid line; shaded area, SEM; bottom, binned cross-correlation minimum; 50 ms bins. **D** Unit classification on activity during wheel pulls. Z-scored ΔF/F, wheel pulls (**E**) and cross-correlation to wheel velocity, whole session (**F**) by group; solid lines, mean; shaded areas, SEM; **G** Z-scored ΔF/F of units over wheel pulls; groups denoted on left. **H** Z-scored ΔF/F, wheel pulls of increasing velocities (cm/s), down modulated neurons; solid line, mean; shaded area, SEM. Distribution of z-scored ΔF/F minimum, wheel pulls (**I**) or difference in z-scored ΔF/F maximum and minimum before and during wheel pulls (**J**), down modulated neurons; colors as in (**H**). Thick line, mean; thin lines, quartiles. One-way ANOVA, multiple comparisons; p < 1 × 10^−15^, 2 to 6 v. 6 to 10 and 6 to 10 v. 10 to 14; p = 0.0553, 10 to 14 v. 14 and up (**I**), p < 1 × 10^−15^, 2 to 6 v 6 to 10; p = 0.230, 6 to 10 v 10 to 14; p = 0.994, 10 to 14 v 14 and up (**J**); see Supplementary Table 3 for summary of statistics. Cross-correlation to wheel velocity, trials (**K**) and whole session (**L**) for wheel pulls by velocity group (**K**) or early (blue) and late (green) sessions (**L**), down modulated neurons; solid line, mean; shaded area, SEM. **M** Distribution of minimum cross-correlation to wheel velocity, pulls of increasing velocity in early (blue) or late (green) sessions, down modulated neurons; thick, line, mean; thin lines, quartiles. Early v. late comparisons, one-way ANOVA, multiple comparisons, p = 4.14 × 10^−8^, 2 to 6, p = 3.89 × 10^−9^ 6 to 10, p = 0.005, 10 to 14, and p = 2.71 × 10^−7^ 14 and up; see Supplementary Table 3 for summary of statistics. For **B**, **C**, n = 1078 units from N = 4 mice. For **D**–**G**, n = 740 downmodulated units, n = 168 upmodulated units, n = 168 non-modulated units, all from N = 4 mice. For **L**, **M**, early: n = 231 units, late: n = 228 units from N = 4 mice.

Furthermore, for the neurons that decreased in activity, the magnitude of the decrease changed depending on the velocity of the movement. When we grouped pulls of varying velocity into bins (2–6 cm/s, 6–10 cm/s, 10–14 cm/s, >14 cm/s), we observed larger decreases in activity for higher velocity wheel movements (Fig. 2H–K; see Supplementary Table 3 for summary of statistics; n = 740 units, N = 4 mice; Fig. S5B, C), but no change in the timing of maximal suppression (Fig. S5A).

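Both clusters that make up the L6 CT-like class had a higher mean share at late training. The larger, led by Sema5a, Foxp2, Zfpm2, Nfia and Syt6, made up 2.87% ± 2.08 (SD, n = 4) of glutamatergic neurons in the control condition, 4.73% ± 1.87 (SD, n = 4) in the early and 7.56% ± 3.54 (SD, n = 5) in the late condition. The smaller, led by Rprm, Ddah1, Hs3st4 and Ramp3 but also by Trbc2, H2-T23 and the immediate early gene Cyr61, made up 1.83% ± 1.90, 2.71% ± 0.936 and 4.47% ± 3.12 in the same order. The late against control log2 fold change was 1.30 (standard error 0.55) in the first and 1.61 (standard error 0.64) in the second, each with an adjusted p of 0.121 from edgeR over the 10 named excitatory clusters. In these libraries the labeling light came at random times in the session, so the shares of L6 CT-like neurons do not tell movement from rest.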

A decrease in activity was an unexpected finding, as we had observed increases in the enrichment of this population over training in our activity-based sequencing screen (Fig. 1G). However, during our initial screen, the labeling with CAMPARI was performed at random times in the session. We therefore hypothesized that the activity of M1^CT^ neurons late in training was higher during non-movement periods and lower in movement periods. We tested this idea by performing closed-loop labeling of CaMPARI in M1^CT^ neurons to enrich for periods of movement or no movement. We performed stereotactic injections of an adeno-associated virus (AAV) expressing cre dependent CaMPARI under the neuron-specific human synapsin promoter into the caudal forelimb region^38,39^ of M1 in Ntsr1-cre mice. During training, we delivered 405 nm photoconversion light for 500 ms either during movement (trials ON) or during periods excluding trials (trials OFF) (Fig. S6A, B). Confirming our hypothesis, we observed that significantly more neurons were labeled outside of trial periods than during trials/movement (Fig. S6C; p = 0.0068, two-tailed t-test). This suggests that during training M1^CT^ neurons are more active in periods of no movement. Furthermore, we observed an increase in the modulation range (ΔF/F max – min) of neurons around movement from early to late training (Fig. S6D). We therefore examined if the correlation also changed over the span of training sessions and observed a significantly larger anti-correlation during late training sessions compared to early (Fig. 2L, M) in M1^CT-down^ neurons. No difference was observed in the relative proportions of the population (Fig. S7A). Given that as mice progressed through the task, they tended to perform higher velocity pulls (Figs. 1C and S7B), we examined the anti-correlation in early and late session neurons for pulls of matched velocities. Even in subsets of pulls with a similar distribution of peak velocities (Fig. S7B), we found a consistent increase in the magnitude of the anti-correlation to wheel movement at late training (Figs. 2M and S7C; see Supplementary Table 3 for summary of statistics; n = 231 units, early, n = 228 units, late, N = 4 mice). These results indicate that M1^CT^ neurons are predominantly suppressed during movement and show a negative correlation with movement that is modulated by speed and increases with training. Given their increased representation in the active population over training, we sought to understand whether this decreased activity was necessary for movement execution.

### M1^CT^ suppression is permissive for execution of learned movement

We hypothesized that the decrease in M1^CT^ neuronal activity was critical for movement execution during training, and that disrupting this decrease in activity would affect movement. To test this, we performed a closed-loop optogenetic manipulation on a subset of trials at the late training stage where we identified these neurons as most enriched. Given that M1^CT^ neurons decrease in activity during wheel pulls, we chose to activate them during this time window to disrupt this expected decrease. To achieve this, we performed stereotactic injections of an AAV into the caudal forelimb area of M1 to express Cre-dependent channelrhodopsin (hChR2) or a fluorescent protein in Foxp2-cre animals, generating our opsin and control groups respectively (Fig. S8A). We then trained both groups of animals to the late training stage and delivered 400 ms of pulsed light (20 hz; 10 ms pulse width) at the onset of one third of trials (Fig. 3A). Overall, this manipulation decreased the number of successful trials performed with the light on in opsin expressing animals but not in control animals (Fig. 3B, C; for percent of successful trials with light on: # successful trials during light on / # of all successful trials, p = 0.0119, two-tailed unpaired t-test; for percent success: # successful trials during light on (OR off) / # of all trials with light on (OR off), p = 0.7031 and p = 0.0014 for control and hChR2, respectively, see Supplementary Table 3 for summary of all other statistics; N = 7 mice, control, N = 6 mice, hChR2). Importantly, when we compared the way in which trials were executed with or without light, we found a drastic decrease in wheel velocity (p = 0.871 and p = 0.0003 for control and hChR2, respectively, two-way repeated measures ANOVA; N = 7 mice, control, N = 6 mice, hChR2; see Supplementary Table 3 for summary of all statistics) as well as pull distance (p = 0.951 and p = 0.0027 for control and hChR2, respectively, two-way repeated measures ANOVA; N = 7 mice, control, N = 6 mice, hChR2; see Supplementary Table 3 for summary of all statistics) in light-on trials of opsin animals (Figs. 3D–F and S8B–G). This deficit was also reflected in a decrease of the maximum distance traveled by the right forelimb during trials of opsin animals relative to control animals (Fig. S8H, p = 0.195 and p = 0.0088 for control and hChR2 respectively, two-way repeated measures ANOVA; N = 7, control group; N = 6, hChR2 group; see Supplementary Table 3 for summary of all statistics; Supplementary Movies 1–4). Furthermore, this decrease in velocity was rapid, and observed in less than 200 ms (Fig. 3D; p < 0.0001 and p > 0.999 for opsin and control, respectively; two-way ANOVA for 400 ms after light on, time x condition). Again, we validated this finding by repeating the same manipulation in the Ntsr1-cre mouse line. We observed a similar deficit although it was less pronounced by certain metrics (Fig. S9).

**Fig. 3:**
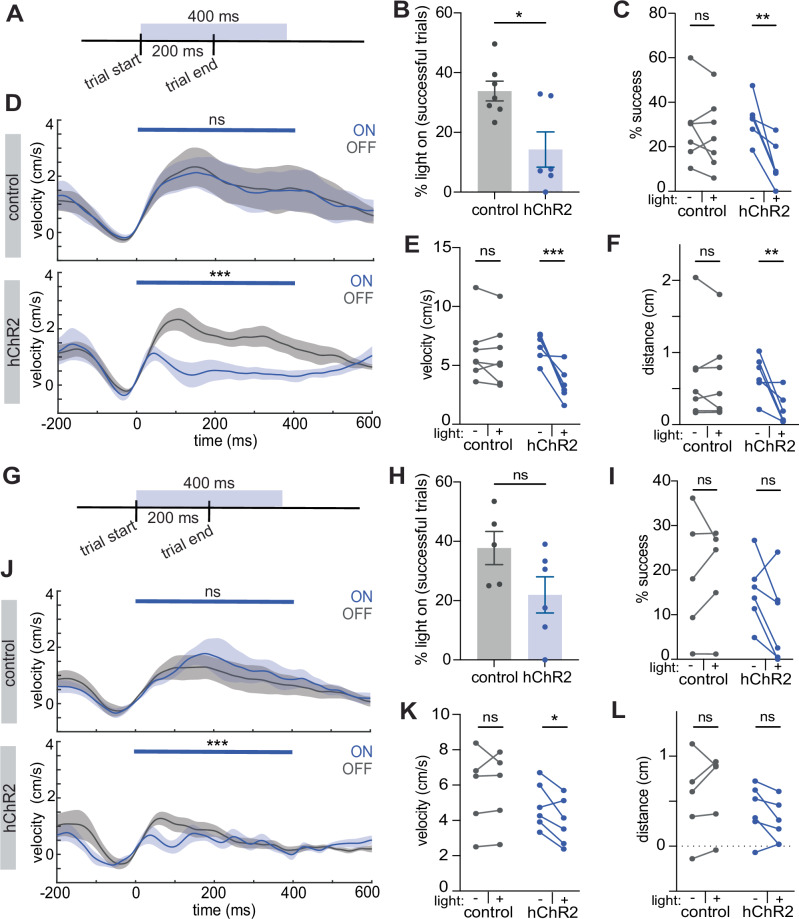
M1^CT^ activity disruption perturbs movement execution. Schematic of optogenetic light delivery for closed loop at trial start at late training (**A**) and early training (**G**) for wheel turning task. Percent of successful trials with light on (# successful trials during light on / # of all successful trials) at late training (**B**) and early training (**H**); control, gray; hChR2, blue; error bars, SEM; two-tailed unpaired t-test, p = 0.0119 for (**B**) and p = 0.0933 for (**H**). For **B**–**F**: N = 7 animals, control group; N = 6 animals, hChR2 group. For **H**–**L**: N = 5 animals, control group; N = 6 animals, hChR2 group. Each point is average of all light delivery sessions. Percentage of trials that are successful for each animal with light on or off in each group (# successful trials during light on (OR off) / # of all trials with light on (OR off)) at late training (**C**) and early training (**I**); error bars, SEM; two-way ANOVA, multiple comparisons; p = 0.703, control; p = 0.0014, hChR2, p = 0.0148 for group x condition for (**C**), p = 0.977, control; p = 0.102, hChR2, p = 0.133 for group x condition for (**I**). Velocity traces (cm/s) of all trials at late training (**D**) and early training (**J**) from control, top, and hChR2, bottom, animals during light, blue, and no light trials, gray; 0=trial start; blue bar denotes time of light, p > 0.999 (control), p < 1 × 10^−15^ (hChR2) for (**D**) and p > 0.999 (control), p = 0.000323 (hChR2) (**J**), time x condition, two way ANOVA; solid line, mean; shaded area, SEM. Maximum velocity (cm/s) of all trials for each animal with light on or off in each group at late training (**E**) and early training (**K**); two-way ANOVA, multiple comparisons, p = 0.871 (control), p = 0.0003 (hChR2), p = 0.0026 for group x condition for (**E**); p = 0.981 (control), p = 0.0331 (hChR2), p = 0.0642 for group x condition for (**K**); Wheel distance (cm) traveled during all trials for each animal with light on or off for each group late training (**F**) and early training (**L**); two way ANOVA, multiple comparisons, p = 0.951, (control), p = 0.0027, hChR2, p = 0.0139 for group x condition for (**F**), p = 0.592 (control), p = 0.191 (hChR2), p = 0.0837 for group x condition for (**L**). See Supplementary Table 3 for summary of statistics.

Our imaging experiments revealed that the activity of M1^CT^ neurons had lower magnitude anti-correlation to movement early in training relative to late training (Fig. 2L, M). Consistently, our sc-RNAseq screen detected a gradual enrichment of this cell type with more enrichment in late training than in early training (Fig. 1G). Therefore, we tested whether this activity signature was critical for forelimb movement early in training. 

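The mean share of L6 CT-like neurons at early training, 7.44% ± 2.79 (SD, n = 4), lay between that of untrained mice and that of late training. The 4 early libraries held 5.03%, 5.27%, 8.61% and 10.8%, overlapping with both other conditions. The late condition stood above the early one by a log2 fold change of 0.76 (standard error 0.48, adjusted p = 0.392 from edgeR, exact permutation p = 0.119). The early condition stood above the control by 0.63 (standard error 0.52, adjusted p = 0.516 from edgeR, exact permutation p = 0.257). Neither step passed the test. Over the alternative settings the late against early log2 fold change ranged from 0.56 to 0.99 and the early against control one from 0.26 to 0.94, lowest without control replicate 1, and none passed.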

As before, we set up a cohort of opsin and control FoxP2-cre animals but trained them to the early learning stage and delivered light concurrent with trial start, (20 hz; 10 ms pulse width; Fig. 3G). Overall, the effect of this manipulation on movement execution was weaker with a non-significant decrease in the number of successful trials performed with light on in opsin expressing animals relative to control animals compared to the late training manipulations (Fig. 3H, I; for percent of successful trials with light on: # successful trials during light on / # of all successful trials, p = 0.0933, two-tailed unpaired t-test; for percent success: # successful trials during light on (OR off) / # of all trials with light on (OR off), p = 0.977 and p = 0.102 for control and hChR2, respectively, see Supplementary Table 3 for summary of all other statistics; N = 5 mice, control, N = 6 mice, hChR2). The most apparent deficit was observed when comparing how trials were executed (Figs. 3J, K and S10A, B, D, E) where we noted a decrease in wheel velocity in light trials only in hChR2 animals (for velocity trace: p < 0.0001 and p > 0.9999 for opsin and control, respectively; two-way ANOVA for 400 ms after light on, time x condition; for mean max velocity: p = 0.981 and p = 0.0331 for control and hChR2, respectively, see Supplementary Table 3 for summary of all other statistics; N = 5 mice, control, N = 6 mice, hChR2) although this did not extend to total pull distance (Figs. 3L and S10C–F; p = 0.592 and p = 0.191 for control and hChR2, respectively, see Supplementary Table 3 for summary of all other statistics). Together, these data reveal that activating M1^CT^ neurons at precise movement times when their activity normally decreases rapidly impairs movement execution, and strongly suggest that the decrease in activity of M1^CT^ neurons is permissive for this learned movement, especially late in learning.

### Significance of M1^CT^ suppression is dependent on type of movement

Whereas these results showed that disruption of the activity of these neurons impaired proficient execution of task-related movements, they did not indicate whether modulation of M1^CT^ neuronal activity is important for ongoing movement after peak velocity has been achieved. We, therefore, performed a closed-loop manipulation on a new cohort of animals, delivering light around the time of maximum trial velocity, rather than trial initiation at late training (Fig. 4A, light delivered 110 ms after trial start). As expected, there was no change in the percent of successful trials (p = 0.164, two-tailed unpaired t-test; N = 6 mice, control, N = 6 mice, hChR2) or maximum velocity of trials (see Supplementary Table 3 for summary of all statistics, N = 6 mice, control, N = 6 mice, hChR2) as mice had already reached peak velocity before the light was turned on (Figs. 4C and S11B, C). However, we observed that even after movement had started, there was a rapid and drastic decrease in movement speed following stimulation (Figs. 4B, D and S11A, D–I). Finally, we tested whether stimulating these neurons before movement initiation (i.e. to prevent the decrease in M1^CT^ neural activity before movement start) would affect task execution. We performed an open loop optogenetic manipulation, randomly delivering pulsed light (20 hz; 10 ms pulse width) for 1200 ms over 1/10^th^ of the behavior session (Fig. S12A). When we examined wheel pulls similar to those executed during trials but where light was delivered before trial initiation (50–75 ms before the peak of the pull), we observed a decrease in both velocity (p = 0.156 and p = 0.0016 for control and hChR2, respectively, two-way repeated measures ANOVA, see Supplementary Table 3 for summary of all statistics; N = 11 mice, control, N = 11 mice, hChR2) and wheel pull distance (Fig. S12B–D; p = 0.0708 and p = 0.0011 for control and hChR2, respectively, two-way repeated measures ANOVA, see Supplementary Table 3 for summary of all statistics; N = 11 mice, control, N = 11 mice, hChR2). These observations suggest that perturbing the activity of these neurons affects learned movement regardless of the phase during movement execution.

**Fig. 4:**
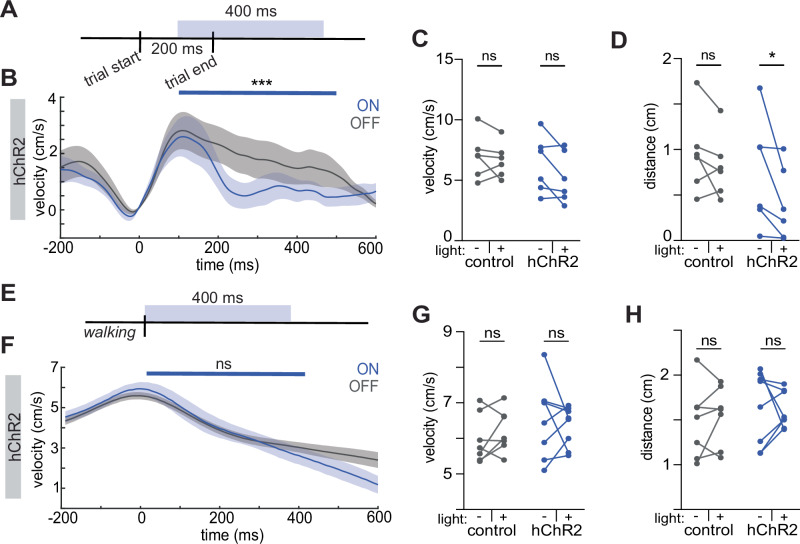
Differential perturbation to movement during manipulations of M1^CT^ activity. Schematic of optogenetic light delivery for closed loop at velocity max (**A**) and closed loop during walking bouts (**E**). Velocity traces (cm/s) of all trials from hChR2 animals (see Figs. S10A and S11A for controls) during light, blue, and no light trials, gray; 0 = trial start; blue bar denotes time of light; solid line, mean; shaded area, SEM; time x condition, two way ANOVA, for closed loop at velocity max, p = 0.0003 (**B**) and closed loop during walking bouts, p = 0.996 (**F**). For **B**–**D**: N = 6 animals for both groups; for **F**–**H**: N = 7 animals, control; N = 8 animals, hChR2. Maximum velocity (cm/s) of all trials for each animal with light on or off in each group; two-way ANOVA, multiple comparisons, for closed loop at velocity max, p = 0.733, (control), p = 0.0789 (hChR2), p = 0.277 for group x condition (**C**) and closed loop during walking bouts, p = 0.698 (control), p = 0.765 (hChR2), p = 0.324 for group x condition (**G**). Distance (cm) traveled during all trials for each animal with light on or off for each group; two-way ANOVA, multiple comparisons, for closed loop at velocity max, p = 0.513 (control), p = 0.0406 (hChR2), p = 0.267 for group x condition (**D**) and closed loop during walking bouts, p = 0.800 (control), p = 0.961 (hChR2), p = 0.546 for group x condition (**H**). See Supplementary Table 3 for summary of statistics.

We next investigated if the activity of M1^CT^ neurons had the same suppression during a more naturalistic movement that does not require extensive training. We decided to focus on locomotion because a) it is a movement that engages the forelimb in a different biomechanical sequence as well as many other muscle groups to generate a whole-body movement, and b) circuits in M1 as well as downstream circuits in the midbrain and hindbrain that mediate locomotion are distinct from those that are engaged in task specific forelimb movement^12,50^ providing an interesting comparison for our forelimb reaching task. We utilized the same two-photon imaging approach as before to record calcium dynamics in the dendrites of FoxP2 + M1^CT^ neurons. The predominant population still consisted of downmodulated neurons as in the wheel pulling task although at a somewhat lower proportion (Fig. S13A, B). To examine if the suppression of M1^CT^ activity is critical for walking, we performed similar closed-loop optogenetic perturbations of FoxP2-cre animals expressing either a control fluorescent protein or channelrhodopsin (hChR2) as head fixed mice performed self-initiated walking bouts on a running wheel. Light was delivered after mice had commenced a walking bout (20 hz; 10 ms pulse width; Fig. 4E). Here, we observed no difference in how mice walked when comparing light on or off trials in either the opsin or control group (Figs. 4F and S13C, D; for wheel velocity: p = 0.996 and p > 0.999 for opsin and control, respectively; two-way ANOVA for 400 ms after light on, time x condition; for limb movement: p = 0.992 and p = 0.848 for control and hChR2, respectively; see Supplementary Table 3 for summary of all other statistics; N = 11 mice, control, N = 11 mice, hChR2), the max velocity reached during the light delivery period (Fig. 4G, p = 0.698 and p = 0.765 for control and hChR2, respectively, two-way repeated measures ANOVA; see Supplementary Table 3 for summary of all other statistics, N = 6 both groups), or distance traveled (Fig. 4H, p = 0.800 and p = 0.961 for control and hChR2, respectively, two-way repeated measures ANOVA; see Supplementary Table 3 for summary of all other statistics, N = 7 mice, control, N = 8 mice, hChR2).

### M1^CT^ regulation of M1 corticospinals scales with learning

Our findings that M1^CT^ neurons are suppressed during the execution of learned forelimb movements contrast with the positive correlation with movement reported for other output populations of motor cortex, notably corticospinal neurons of Layer V^27^. We confirmed the increased activity of M1 corticospinal neurons during our wheel turning task as well as locomotion by using a retrograde labeling approach from the cervical spinal cord (Fig. S14A) and imaging the dendritic dynamics of this population through a cranial window. In both wheel turning and walking, the activity of this population was positively correlated with movement (Figs. 5A, B and S14B), and the predominant population consisted of up modulated neurons (Fig. S14C, D). Remarkably, we observed that the magnitude of this correlation with movement increased during training (Figs. 5C and S14E, F), a pattern symmetric to what we observed for M1^CT^ neurons.

**Fig. 5:**
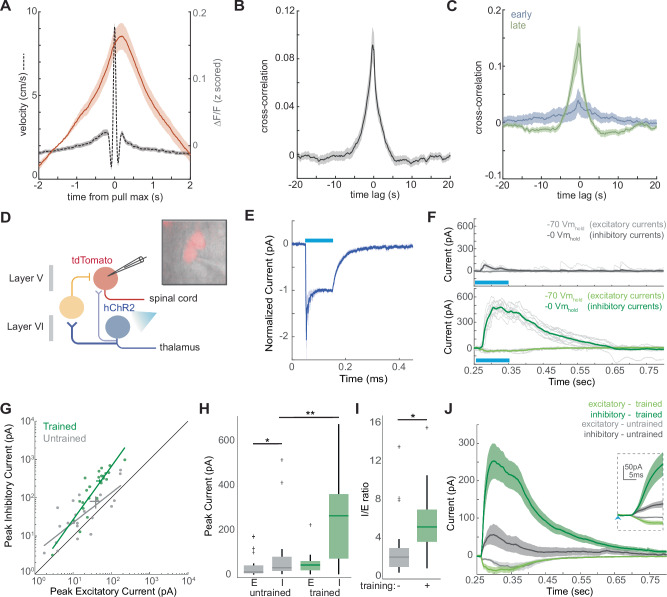
Multisynaptic inhibition of corticospinal neurons by M1^CT^ neurons augments with training. **A** Z-scored ΔF/F during wheel pulls; mean, solid red line; shaded area, SEM; Wheel velocity (cm/s) during same trials, dotted line; **B** Cross-correlation of Z-scored calcium ΔF/F to wheel velocity for whole session; mean, solid gray line; shaded area, SEM; n = 66 units from N = 3 animals for (**A**) and (**B**). **C** Cross-correlation to wheel velocity for pulls at early (blue) and late (green) training sessions; solid line, mean; shaded area, SEM. n = 20 units, early; n = 22 units, late; from N = 3 animals. **D** Schematic of recording strategy from tdTomato labeled corticospinal neurons while activating M1^CT^ neurons expressing hChR; putative inhibitory neuron, yellow; Created in BioRender. Carmona (2025) https://BioRender.com/j64k839. **E** Population grand average response of corticothalamic neurons to photostimulation; light, blue bar; solid line, mean; shaded area, SEM, responses are normalized to the steady-state evoked current. **F** Recordings from exemplar corticospinal neurons after 100 ms photostimulation (blue bar) from untrained, top, gray, or trained, bottom, green, animals at either −70 mV holding potential, to measure excitatory currents, light gray and light green, or 0 mV holding potential, to measure inhibitory currents, dark gray or dark green; thick line, mean; thin lines, single trials. **G** Pairwise comparisons of peak excitatory and inhibitory currents from corticospinal neurons from untrained, gray, or trained, green, animals. Green and gray line, first polynomial linear fit, R^2^ = 0.730, untrained, R^2^ = 0.760, trained, simple linear regression. Comparison of peak excitatory (E) or inhibitory (I) currents (**H**) or inhibitory to excitatory ratio (**I**) from untrained, gray, or trained, green, animals; center line, mean; range method, Tukey. For **H**, p = 7.47 × 10^−5^, peak inhibitory current in trained v untrained and p = 2.28 × 10^−6^ for trained peak inhibitory current v trained peak excitatory current, two-way ANOVA, multiple comparisons; for **I**, p = 0.0136, two-tailed unpaired t-test; see Supplementary Table 3 for summary of statistics. **J** Grand average excitatory responses, light, or inhibitory responses, dark, from all neurons; mean, solid line; shaded area, SEM; inset for first 18 ms following the onset of photostimulation (indicated with blue arrow); for **G**–**J**, n = 22 neurons from N = 2 mice, untrained and n = 24 neurons from N = 2, trained.

Given the opposing activity of these two populations, we hypothesized that M1^CT^ neurons could drive feedforward inhibition of corticospinal neurons in a similar circuit configuration to that reported in other cortical regions such as visual cortex^51,52^ and somatosensory cortex^53,54^. In this model, suppression of M1^CT^ neurons would release feedforward inhibition and allow for increased corticospinal activity. To address this possibility, we performed whole cell voltage-clamp recordings from fluorescent, retrogradely labeled corticospinal neurons in acute, live brain slices expressing Cre-dependent hChR2 in M1^CT^ neurons (Figs. 5D and S15A, B). Here, we utilized the Ntsr1-cre mouse to avoid any hChR2 expression in Layer V. We separately confirmed that photostimulation (100 ms) drove direct excitatory currents in M1 ^CT^ neurons (Fig. 5E), as well as the baseline firing properties of M1^CT^ neurons (Fig. S15C–E). We found hChR2 stimulation of M1^CT^ evoked relatively small excitatory postsynaptic currents (EPSCs) and inhibitory postsynaptic currents (IPSCs) in M1 corticospinal neurons when recording at membrane holding potential of −70 mV or 0 mV, respectively (Fig. 5F, top, G, H, J, gray). Excitatory and inhibitory responses were rapidly induced within 7 ms and 17 ms of stimulus onset respectively (Fig. S15G, I, K). These findings are consistent with prior reports of feedforward inhibition from M1^CT^ to corticospinal neurons^40^. Bath application of GABAzine eliminated IPSCs, confirming these inhibitory photocurrents are mediated by GABA_A_ receptors (Fig. S15F, p = 0.0284, paired t-test). Interestingly, we observed that the magnitude of this inhibition changed with training (Fig. 5F, G, J) with a significant increase in the peak inhibitory current (Fig. 5H, p < 0.001, untrained inhibitory peak currents, two-way ANOVA, see Supplementary Table 3 for summary of statistics; n = 22 neurons untrained, n = 24 neurons trained; N = 2). This change corresponded with a higher inhibitory to excitatory ratio in corticospinal neurons with training, as the change in excitatory responses was less pronounced (Fig. 5G, p = 0.0136, two-tailed t-test). The latency of these responses, however, remained similar to those of untrained mice. Excitatory and inhibitory responses were detected within 6 ms and 13 ms of stimulus onset respectively (Fig. S15H, J, L, M). Together, this led us to conclude that M1^CT^ neurons regulate the activity of corticospinal neurons through feedforward inhibition, whereby suppression of M1^CT^ neurons would result in disinhibition of corticospinal neurons. Finally, we observed that this feedforward inhibition was strongly facilitated with learning (Fig. 5H).

## Discussion

Our studies identified M1^CT^ neurons as a key permissive population for motor execution. We first identified this population using an activity-based, single-cell RNA-seq based screen of M1 during the progression of a motor task. Experiments characterizing the dynamics of M1^CT^ neurons showed that most of these neurons have a marked suppression during movement, and that this suppression is more substantial in late training than early training. Accordingly, closed-loop experiments revealed that optogenetic activation of these neurons during late training at different phases of movement execution rapidly and substantially impaired execution, suggesting that the decrease in activity is permissive for movement execution. However, closed-loop optogenetic activation of M1^CT^ neurons early in training or during locomotion had less impact on movement. Finally, we demonstrate that activity of M1^CT^ neurons suppresses the activity of M1 corticospinal neurons through feedforward inhibition, and that the strength of inhibition changes with learning. Our experiments uncover a mechanism by which suppression of activity of M1^CT^ neurons can disinhibit corticospinal neurons permitting them to fire during learned forelimb movements.

Our activity-based screen fills a niche in exploring cell type specific contributions to short time scale behaviors. Identifying the cell types with patterns of engagement during a particular behavior complements hypothesis-driven investigation of the role of particular cell types. This can then be followed by confirmatory techniques for neuronal activity recording, such as calcium imaging, which allow for in-depth characterization of particular activity patterns. Whereas we chose to focus on a cell type that differed in enrichment with training, it may also be informative to examine cell types that constitute the largest part of the active ensemble at a given point. 

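The paper's labels were carried over here from labeled cells of early replicate 1 and late replicate 1. By these labels, 4 groups of IT neurons were captured in number in each condition. IT neurons with Rorb, Adam33 and Trpm4 made up 25.5% ± 4.24 (SD, n = 4) of glutamatergic neurons in the control condition, 19.3% ± 8.21 (SD, n = 4) in the early and 19.5% ± 5.44 (SD, n = 5) in the late condition. IT neurons with Cux2 and without Rorb made up 19.5% ± 9.19, 15.6% ± 9.29 and 15.1% ± 7.02 in the same order. The IT groups with Rorb, Adam33 and Hspb3 (25.0% ± 9.79 in the control condition) and with Fezf2 and Ccdc80 (13.4% ± 3.77 in the early condition) completed the set. IT-like classes summed to 3010 control, 2617 early and 1564 late cells. The label with Rorb and Atp6v0c gives no comparable share. Of its 290 labeled cells in the copy of the source data at hand, 59 were among the cells kept here. Of those, 39 were unnamed cells of few UMIs. Near-projecting neurons with Tshz2 held 2.66% ± 0.859, 4.22% ± 2.04 and 3.01% ± 0.652.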

In our experiments, we observed greater numbers of several IT subsets at the time points assessed. This could imply that these neurons are generally active for cortical processing regardless of the specific ongoing behavior. Although our screen has limitations and is not comprehensive, it still allowed us to compare differential cell type engagement during training. We also chose to deliver light unbiasedly through the training session to include all activity that could contribute to learning, not just movement execution, but groups interested in more specific features of a given behavior could refine periods of light delivery. As new tools emerge, they may allow for similar but more quantitative approaches for identifying active cell types in the future.

There has been a long-standing interest in defining the role of the primary motor cortex and its relationship to movement. Prior studies have highlighted the heterogenous patterns of activity relative to movement, but narrowing these examinations to specific cell types has begun to produce a more precise relationship between neural activity and movement. For example, we and others have noted that most M1 corticospinal neurons, which project directly to the spinal cord and are hence relatively proximal to skeletal muscle, have predominantly movement correlated activity^27^. Similarly, intratelencephalic neurons projecting within cortex show increased activity during movement^31^. In contrast, our imaging of M1^CT^ neurons shows that the majority of this population reduces activity at the time of movement. This signature has also been recently reported for corticopontine neurons of layer V^31^ highlighting the heterogeneity within M1 layers. While these examinations allow us to begin integrating the roles of these cell types during movement, it remains to be seen whether much more refined targeting of smaller subsets of neurons as defined by transcriptomic profiling will yield a more complete picture of the role of M1.

Our closed-loop optogenetic experiments suggest that activation of M1^CT^ neurons at a time when they should be suppressed can rapidly and profoundly impair movement execution. Our experiments further suggest that feedforward inhibition from M1^CT^ neurons to corticospinal neurons, (Fig. 5) which are positively correlated with movement and are thought to relay motor commands throughout the brain and spinal cord. The change we observed in the magnitude of inhibition with training is also reflected in the magnitude of movement perturbation observed in our optogenetic experiments at early or late training. This further highlights this mechanism as a potential source of refinement that integrates the activity of these population during learning. In addition, our activity-based labeling screen demonstrated an increase in the activity of M1^CT^ neuron with training. 

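L6 CT-like neurons were 275 of 2164 glutamatergic cells at late training and 191 of 3518 in untrained mice, and the immediate early genes in them were at similar levels. The 25 immediate early genes listed, Fos, Egr1, Arc, Junb and Npas4 among them, summed to 7401 ± 1675 CPM (SD, n = 4) in late, 7464 ± 2241 CPM (SD, n = 4) in early and 7451 ± 1808 CPM (SD, n = 3) in control L6 CT-like neurons (exact two-sided permutation test, late against control, p = 0.971). Their median log2 fold change, late against control, was 0.08 over 22 measured genes, 13 higher and 9 lower, none of them past an adjusted p of 0.05 over all genes or adjusted over the list alone (camera adjusted p = 0.384 with the preset correlation, adjusted p = 0.876 with an estimated correlation). Late activity-regulated genes had a median of 0.37 over 19 genes, 14 of them higher, with Cdkn1a at 1.72 (standard error 0.51), Bdnf at 0.96 (standard error 0.33) and Ptgs2 at 0.80 (standard error 0.34); 0 passed adjusted over the list alone. This list passed camera with the preset correlation (adjusted p = 5.77e-05) and not otherwise, at adjusted p = 0.410 with an estimated correlation. Mice were returned to the home cage between labeling and perfusion, so these transcripts need not date from the moment of the labeling light. Cells of every condition were sorted for red CaMPARI, and levels within sorted cells do not test whether more such neurons were active with training.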

Although they are silent during movement execution, their activity may be critical in suppressing or regulating activity of other movement generating populations either to help in movement selection or to refine the timing of movement execution.

It should also be noted that among the targets of corticospinals are many of the same thalamic regions as those targeted by layer VI corticothalamic neurons. We demonstrated that within layer V and VI, similar patterns of topographical organization occur withing M1 relative to thalamic targets (Fig. S3) indicative of a columnar organization. This coupling of output targets underscores the relevance of local M1 mechanisms to regulate output signals from M1. In the future, it would be interesting to examine the activity of these thalamic targets regions and to investigate any additional mechanism for integrating these signals within both M1 and thalamus. For example, additional modulation may be provided by M1^CT^ neurons to corticospinal neurons through connections with the reticular nucleus and signals back to cortex through thalamocortical neurons. Furthermore, our characterization of corticothalamic neurons focused on those within the caudal forelimb area, but our projection mapping indicates topographical specificity that extends to other regions of motor cortex (Fig. S3). It will also be important to determine whether there is specificity in the activity or functional contribution of corticothalamic neurons relative to their location in motor cortex and their thalamic targets.

It is intriguing to note that a similar mechanism of local, disynaptic inhibition by layer VI neurons to all other layers has been described in visual and somatosensory cortices^51–54^. Our parallel observation in motor cortex brings up avenues of further exploration. For example, it would be informative to examine whether M1^CT^ neurons also drive a similar inhibitory input to more superficial layers within motor cortex, such as layer II/III which is thought to perform a more distinct role in processing inputs to M1 rather than relaying output signal as do deeper layers. Likewise, it will be interesting to explore more general functions of this modulation in M1. In visual cortex, the inhibitory modulation provided by layer VI neurons to superficial layers plays an important role in gain control. We observed a gradation in the suppression of M1^CT^ neurons relative to movement vigor (Fig. 2H–K), suggesting a similar modulatory role for movement. If true, this could suggest a common role for this population and this circuit motif across different regions of cortex.

### Limitations of the study

Our use of CaMPARI, a calcium and light-dependent indicator of neuronal activity, allowed us to assess the composition of neurons with high calcium entrance during different sessions across training. A caveat with this approach, however, is that light delivery through a cranial window in our experiments provides higher power light to more superficial neurons than those in deeper layers of cortex. We have controlled for this by only comparing each subpopulation to itself across training timepoints. This has precluded comparisons between subpopulations with regards to their relative contribution to the active neuronal population at each of the timepoints because of this additional variable. It is also possible that for populations that extend across various layers, that their enrichment could be underrepresented if neurons in deeper locations are predominantly engaged. Similarly, an approach where we performed our screen when animals achieved a particular proficiency metric could have decreased potential variability between animals. This was not possible in our approach as we chose to utilize single-cell RNAseq with CaMPARI, which is cytosolic, preventing the use of single-nuclei RNAseq that allows for freezing of samples over multiple days. Thus, to obtain sufficient numbers of cells, multiple animals had to be pooled on the same day. As new tools are developed, it will be possible to assess individual animals and provide performance aligned molecular characterization. It should also be noted that light for CaMPARI tagging was delivered unbiasedly throughout the session and is hence not a measure solely of activity during movement. Finally, it is also possible that some CaMPARI labeling was a result of subthreshold synaptic inputs^55^, and the results of our screen should be interpreted to include neurons generally engaged, both receiving inputs and relaying outputs, during the labeling window.

With regard to our calcium imaging, we have imaged dendrites to allow for imaging of deep populations without an additional invasive implant. All data presented throughout is not somatic and is not directly spikes but the extracted calcium transients from our two-photon imaging. Our optogenetic manipulations also consisted of the same frequency of pulsed light which does not replicate the most physiological conditions. Finally, we would like to highlight while we have compared a more skilled task (wheel pulling) and a less skilled task (locomotion), it remains to be determined whether a specific aspect of the wheel pull (i.e. reach, grasp, or pull) requires the decrease in activity in M1^CT^ neurons. Tasks that isolate each movement component could help to further examine this feature in future experiments.

## Methods

### Mice

All experiments and procedures were performed according to National Institutes of Health (NIH) guidelines and approved by the Institutional Animal Care and Use Committee of Columbia University. Adult mice of both sexes, aged 2–6 months, were used for all experiments, except for RNA sequencing which only used males aged 3 months. The strains used were: C57BL6/J (Jackson Laboratories, 000664), FoxP2-Cre (Jackson Laboratories, 030541), and Ntsr1-Cre (Mutant Mouse Resource & Research Centers, 030648-UCD). Only mice used for RNA sequencing experiments were individually housed. All mice were kept under a 12-h light-dark cycle. All mice except those used for calcium imaging experiments were kept under reverse light cycle conditions.

### Viral vectors

For CaMPARI based experiments, AAV1-hSyn-CaMPARI (Addgene 100832-AAV1) or AAV1-hSyn- FLEX-CaMPARI (custom prep; Janelia viral core) were used. Projection mapping was performed with the membrane bound GFP expressed from AAV8-hSyn-JAWS-KGC-GFP-ER2 (Addgene 65014-AAV8). Calcium imaging experiments were performed with AAV1-Syn-FLEX-jGCaMP7f (Addgene 104492-AAV1) for M1^CT^ neurons or AAVretro-hSyn-FLEX-jGCaMP7f (Addgene 104492-AAVrg) in combination with AAV1-hSyn-Cre (Addgene 105553-AAV1) for corticospinal neurons. Optogenetic experiments used AAV1-Ef1a-DIO-EYFP (Addgene 27056-AAV1) and AAV1-EF1a-DIO-hChR2 (H134R)-EYFP (Addgene 20298-AAV1) for control and opsin animals respectively. Slice electrophysiology experiments used AAV1-EF1a-DIO-hChR2 (H134R)-EYFP (Addgene 20298-AAV1) injected in M1 and AAVretro-CAG-TdTomato (Addgene 59462-AAVrg) injected into spinal cord for photostimulation experiments. Baseline recordings used AAV5-hSyn-DIO-mCherry (Addgene 50459-AA5).

### Stereotactic surgery

Animals were anesthetized using isofluorane, and analgesia was delivered subcutaneously in the form of either carprofen (5 mg/kg) or burprenorphine SR (0.5-1 mg/kg) as well as bupivacaine (2 mg/kg). For all viral vectors delivered to M1, injections were centered in the caudal forelimb area (CFA) using the following coordinates: 1.5 mm lateral to the midline, 0.25 mm rostral to bregma. A total of 5 injections were made in this region to cover a large portion of CFA in the contralateral (left) hemisphere. One injection was at the center of these coordinates, with 4 additional injections either 300 um anterior/posterior to this or 300 um medial/lateral to this. Specific sites were adjusted to avoid blood vessels. A Nanoject III Programmable Nanoliter Injector (Drummond Scientific) was used at a rate of 1 nl/s.

For the CaMPARI screen experiments, a total of 1 uL of virus was delivered (200 nL at each of the five injection sites) at a range extending to 800 um below the pial surface (25 nL every 100 um). For closed-loop labeling with CaMPARI, a total of 300 nL of virus was delivered (75 nL at each of the four injection sites) at a range extending from 800–600 um below the pial surface (15 nL every 50 um). For projection mapping, a total of 500 nL of viral vector was injected (100 nL per injection site) from 900–500 um below the pial surface (20 nL at every 100 um). For calcium imaging of M1^CT^ neurons, a total of 375 nL of viral vector was injected (75 nL per injection site) from 950–650 um below the pial surface (25 nL at every 100 um). In FoxP2-cre mice or for imaging corticospinal neurons, a total of 1 uL was injected into the right cervical spinal cord (200 nL per segment from C3-C7). For optogenetic experiments, a total of 500 nL of viral vector was injected (100 nL per injection site) from 850–650 um below the pial surface (20 nL at every 100 um). For photostimulation slice recordings, a total of 240 nL was delivered (60 nL at each of 4 injection sites) at a range extending from 650–850 um below the pial surface (20 nL every 100 um) along an injection in the right cervical spinal cord of a total of 1 uL (200 nL per segment from C3-C7). For baseline recordings, a single injection of 50 nL of diluted virus (2.1 × 10^12^ GC/mL) was delivered at 800 um below the pial surface. To prevent backflow, we waited 3-5 minutes before the initial injection and 5-10 minutes after each injection. For animals used in behavioral experiments, a headplate was attached to the skull with Metabond (Parkell) post injection.

For retrograde labeling from thalamus, we used the following coordinates, for the ventral region: 1.3 mm lateral from the midline, 1.22 mm caudal to bregma, and 3.5 mm below the pial surface; for the lateral region: 1.25 mm lateral from the midline, 2.18 mm caudal to bregma, and 3.25 mm below the pial surface; for the medial region: 0.1 mm lateral from the midline, 1.46 mm caudal to bregma, and 4.2 mm below the pial surface. A total of 10 nL of 4% FluoroGold (Fluorochrome) was injected. FluoroGold was freshly diluted the day of injection from a 10% stock solution. To prevent backflow, we waited 2 min before each injection and 10 min after each injection.

### Cranial window implantation

For animals requiring a cranial window, surgery was performed as described above with the following modification. Animals were anesthetized using isofluorane, and analgesia was delivered subcutaneously in the form of burprenorphine SR (0.5-1 mg/kg) and bupivacaine (2 mg/kg). Dexamethasone (2 mg/kg) was also delivered as an anti-inflammatory agent. A larger craniotomy was made (2.5 mm in diameter) for a custom cranial window made of a glass plug (2.5 mm diameter) attached to a larger glass base (3.5 mm in diameter) with optical cement (Norland Optical Adhesive 61). After viral injection, the cranial window was implanted to gently press on the brain at the site of the craniotomy and secured with Metabond (Parkell). Headplate implantation followed cranial window implantations.

### Behavior

For the wheel pulling task, several noise attenuating behavioral chambers equipped with IR light were assembled with custom components to train several animals in parallel. Mice were placed in flat bottom, opaque tube, and head fixed using a custom metal headplate by screwing in place to adjustable head posts. The small rotary wheel was directly below the right forelimb of the animal when in the holder. A small partition prevented animals from utilizing their left forelimb to pull the wheel. A small screw was also provided for left forelimb placement. Mice were habituated to head fixation and water delivery via the water port for several days before the beginning of training. The water port consisted of a blunt needle positioned in front of the mouse so water was reachable by licking. Water droplets were generated using a solenoid valve and were calibrated before the beginning of training for each experiment. The 60 mm diameter rotary wheel was assembled from two acrylic sides held together by small metal screw rungs. An absolute rotary encoder (US Digital; 10 bit) was placed in the shaft of the wheel to assess wheel movement. Each rung was wired to a capacitance sensor. An IR beam was placed at the apex of the wheel on a custom 3D printed holder allowing for alignment of the beam. Data from all behavioral components was collected using a DAQ (National Instruments) sampling at 2000 Hz. Behavioral sessions were controlled using custom MATLAB code which assessed beam breaks and changes in rung capacitance. If thresholds were met for wheel rung capacitance, IR beam cross, and a minimum threshold velocity to exclude minor wheel jitter, a trial would commence. Wheel displacement was then assessed, smoothed, and converted to velocity. If the threshold velocity was surpassed for success, a pulse was sent to the solenoid to deliver the water reward. Mice were habituated to the task during three pretraining sessions prior to the beginning of training. During these sessions, mice were exposed to the task but at low trial velocity thresholds for a limited number of trials. Training sessions consisted of 30 min daily or a maximal of 100 successful trials. Mice were trained during the dark phase of their reversed light cycle housing schedule.

For locomotion, mice were headfixed atop a large acrylic rotary wheel places inside a noise attenuating chamber. The wheel was lined with clingwrap for traction. Mice were habituated to head fixation before the beginning of training. A quadrature rotary encoder (US Digital; 1024 CPR) was placed in the shaft of the wheel to assess wheel movement. The behavioral assays were controlled and data was collected using pyControl.

### CaMPARI labeling

For our activity screen, we allowed four weeks post injection for viral expression. Mice were then head-fixed as in all behavioral experiments and a plastic fiberoptic patch cord (960 um core; 0.63 NA) ending in a metal ferrule (Doric) was placed directly over the cranial window. A multichannel LED driver (Doric) was used with 405 nm central wavelength connectorized LED (Doric, ~60 mW at fiber tip or 82.89 mW/mm^2^ at the cranial window. See table below for estimates of irradiance at various cortical depths with these experimental parameters). Concurrent with the start of the training session, light delivery was initiated using the Doric Neuroscience Studio software. Light was delivered in square wave pulses of 5 s each with 5 s of light off between each pulse for a total of 12 min. For closed loop labeling, light was delivered using the same setup, but instead a pulse was triggered at the start of a trial (for trial ON labeling) or outside of trial starts (for trial OFF labeling). Pulses consisted of a 500 ms square pulse with at least 2 seconds between pulses.

**Table:** 

Cortical depth (um)	Irradiance (mW/mm^2^)
100 um	49.282
200 um	29.299
300 um	17.419
400 um	10.356
500 um	6.157
600 um	3.66
700 um	2.176
800 um	1.294
900 um	0.769
1000 um	0.457

Irradiance values calculated by the following:

Irradiance at the fiber tip (E_o_):

1 $${E}_{0}=\,\frac{P}{\pi {(\frac{d}{2})}^{2}}$$

$$P$$: Power = 60 mW = 0.06 W

$${d}$$ : diameter of fiber = 960 uM = 0.00096 m

$${E}_{0}=\,\frac{0.06\,}{\pi {(\frac{0.00096}{2})}^{2}}$$

$${E}_{0}=82893 \, {{\rm{W}}}/{m}^{2}$$

Irradiance at various cortical depths:

2 $$E\left(z\right)={E}_{0}\cdot {e}^{-{\mu }_{t}z}$$

$$z$$: depth

$${\mu }_{t}$$ : total attenuation coefficient

To calculate the total attenuation coefficient ($${\mu }_{t}$$):

3 $${\mu }_{t}={\mu }_{a}+{\mu }_{s}$$

$${\mu }_{a}$$ : absorption coefficient

estimated to be 0.2 mm^−1^ ^56^

$${\mu }_{s}$$ : scattering coefficient

estimated to be between 2 mm^−1^ ^56^

$${\mu }_{t}=0.2+5$$

$${\mu }_{t}=5.2\,{{{\rm{mm}}}}^{-1}$$

Sample calculation for 100 um below the surface:

$$E\left(100{um}\right)={E}_{0}\cdot {e}^{-{\mu }_{t}z}$$

$$E\left(100{um}\right)=82893\cdot {e}^{-5200(0.0001)}$$

$$E\left(100{um}\right)=82893\cdot {e}^{-0.52}$$

$$E\left(100{um}\right)=82893\cdot 0.5945$$

$$E\left(100{um}\right)=49,281.59$$

### Generation of single-cell suspensions and FACS

After CaMPARI labeling, mice were returned to their home cage for 15 min and then euthanatized by transcardial perfusion. Subsequent steps were adapted from previous studies describing a protocol optimized for preserving transcriptional state^57^. Perfusions were performed with with ice-cold choline solution: 2.1 g/l NaHCO3, 2.16 g/l glucose, 0.172 g/l, NaH2PO4 * H2O, 7.5 mM MgCl2•6H2O, 2.5 mM KCl, 10 mM HEPES, 15.36 g/l choline chloride, 2.3 g/l ascorbic acid, and 0.34 g/l pyruvic acid. Thick sections were cut using a matrix, and M1 was quickly dissected. The dissected M1 tissue was further triturated with spring scissors. The tissue was then digested with the Papain dissociation system (Worthington) according to the manufacturer’s instructions. However, the EBSS solution was replaced with the following: HBSS (Life Technologies), 10 mM HEPES (Sigma), 172 mg/l kynurenic acid (Sigma), 0.86 g/l MgCl2•6H2O (Sigma), 6.3 g/l D-glucose (Sigma). Incubation with papain was conducted using a dialysis membrane (Fisher Scientific, Slide-a-Lyzer MINI Dialysis Device,10k molecular weight cut-off) suspended in a beaker of dissociation solution allowing for constant oxygenation (95% O_2_ and 5% CO_2_) of the solution without disrupting enzyme integrity within the dialysis membrane. After enzymatic dissociation, the tissue was broken into a single-cell suspension by gently pipetting using wide-bore pipette tips. The sample was cleaned using the Debris Removal Solution (Miltenyi Biotec) as described by the manufacturer. Cells were suspended in dissociation solution containing 0.04% BSA, Vybrant DyeCycle Ruby for exclusion debris, and RNAase inhibitors. Cell sorting was performed using a FACSAria Cell Sorter (Becton Dickinson) with a 130 um nozzle at 12 PSI using the following laser lines and filters: CaMPARI Green, 488 nm, 530/30 bandpass; CaMPARI Red, 561 nm, 610/20 bandpass; DyeCycle Ruby, 637 nm, 670/30 bandpass. Gates were set using a sample not expressing CaMPARI and a sample not exposed to photoconversion light. Any cells with detectable red fluorescence were collected.

### Single-cell RNA-seq

Sorted cells were captured and barcoded using 10x Genomics Chromium v3 according to the manufacturer’s protocol. Samples were processed and libraries were prepared and sequenced by the JP Sulzberger Columbia Genome Center Single Cell Analysis Core.

### Single-cell RNA-seq analysis

Single-cell RNA-seq analysis followed a standard workflow, comprising the following steps:

1. Sequencing read files were aligned to the mm10 genome using 10x Genomics Cellranger v.3.1.0, generating a table of cell barcodes by Unique Molecular Identifier (UMI) counts per gene.

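The count files follow 2 lists of genes, and the V-ATPase subunit gene Atp6v0c shows where they part. Of the 14 libraries deposited, 11 were counted over the shorter list and 3 (late replicates 4 and 5 and a library labeled baseline) over the longer one, with 30406 genes in common. Only the genes in common were used here, as raw UMI counts. In IT-like neurons Atp6v0c had 8.00 ± 3.55 CPM (SD, n = 4) in control, 8.87 ± 2.51 CPM (SD, n = 4) in early and 642 ± 930 CPM (SD, n = 5) in late libraries, where late replicates 4 and 5 alone were high, and the baseline library had 2392 CPM. In L6 CT-like neurons the lowest library with the longer list had 2089 CPM and the highest with the shorter list 10.8 CPM. In all, 43 common genes differed at least 4-fold between every library with the longer list and every library with the shorter list, 36 of them higher with the longer list. Atp6v0c is in the name of an excitatory subtype, and its level is best compared among libraries of the same list.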

2. 

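The deposited matrices hold every barcode, so the step from droplets to cells decides which neurons are seen. Filters of at most 20% mitochondrial UMIs and at least 200 UMIs outside mitochondrial, ribosomal protein, pseudogene and predicted genes, taken alone, passed 16918 barcodes in the 13 libraries of the 3 conditions, 12693 of them in neuron clusters with a median of 10812 UMIs and 4131 genes. In all 14 libraries they passed 73350 barcodes. With cell calling first, 13269 cells remained in the 13 libraries. The source data of Fig. 1 F-H are a sheet of 16489 cells, of which 1997 are in the copy at hand, and the filters as run here passed 616 of its 622 cells of late replicate 1 but 979 of its 1375 cells of early replicate 1, so they do not give the study's set of cells. Scrublet called 109 of the 15657 cells of all 14 libraries (0.696%) doublets, and these were kept.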

Raw counts files were aggregated, and cells with >20% UMIs mapping to mitochondrial genes were removed, as well as cells with <200 UMIs after removing mitochondrial genes, ribosomal protein genes, pseudogenes, and gene models.
3. Cells were clustered using the Seurat R package (v.4.0.0), with SCTransform (default parameters) and PCA, followed by integration across batches using the Harmony R package (with 40 PCs). The cell-cell neighbor network was constructed with 30 Harmony dimensions, and the Louvain community detection algorithm was run with resolution = 0.4.
4. Based on expression of marker genes for neurons and glia (Snap25, Slc17a6, Slc17a7, Gad1, Gad2, Mbp, Mog, Fgfr3, Aqp4, Pdgfra, Tmem119, Aif1, Ptprc, and Cldn5), the clusters corresponding to glutamatergic and GABAergic neurons were extracted.

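These markers named most clusters as neurons or glia, and some clusters carried markers of both. Snap25, a synaptic protein gene of all neurons, had 3193 CPM in the largest glutamatergic cluster and 36.7 CPM in the largest microglial cluster. Slc17a7, the vesicular glutamate transporter of cortical excitatory neurons, had 1227 CPM in the former, and Gad1 and Gad2, which make GABA, had 1853 and 1990 CPM in the larger GABAergic cluster. Aif1 (1020 CPM), Tmem119 (535 CPM) and Ptprc (147 CPM) marked the microglial cluster, Mog (1028 CPM) a cluster of oligodendrocytes, Aqp4 (1036 CPM) and Fgfr3 (227 CPM) the astrocytes and Cldn5 (3170 CPM) the endothelial or mural cells. The larger oligodendrocyte cluster also held Snap25 at 1357 CPM and a small microglial cluster of 41 cells held it at 1649 CPM, the Mog cluster held Aif1 at 344 CPM, and Pdgfra was higher in the astrocytes (74.7 CPM) than in the oligodendrocyte precursors (50.3 CPM). These are means over the cells of a cluster in all 14 libraries, with no replicate error.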

5. Step 3 was re-run on the glutamatergic and GABAergic neurons (separately), with 30 PCs, 20 Harmony dimensions, and resolution = 0.2.
6. Combinatorial marker genes were identified for each cluster using the FindMarkers command in Seurat, run on all pairs of clusters. In parallel, putative layer identities for each cluster were assigned by mapping to Azimuth Mouse Motor Cortex reference.
7. To assess differential proportions among conditions, cell count values were run through the ANCOM-BC and MASC R packages, with pairwise comparison between control, early, and late conditions. All q-values were then further FDR (Benjamini-Hochberg) corrected.

### Projection mapping

Mice were euthanized by intracardial perfusion with 1× PBS followed by 4% paraformaldehyde. Brains were post-fixed in 4% paraformaldehyde overnight at 4 °C. A step-by-step protocol of the AdipoClear protocol is available^58^ and this protocol was performed as described with the following modifications. Primary and secondary antibody incubations were conducted at 37 °C and for 6 days per incubation. The following primary antibodies were used at a dilution of 1:2500: chicken GFP antibody (Aves: GFP1020; polyclonal) and rabbit RFP antibody (Rockland: 600-401-379; polyclonal). The following secondary antibodies were used at a dilution of 1:2500: donkey anti-rabbit Alexa Fluor 647 (ThermoFisher Scientific: A31573; polyclonal) and donkey anti-chicken Alexa Fluor 647 (Thermo Fisher Scientific: A78952; polyclonal). Samples were imaged with a light-sheet microscope (Ultramicroscope II, LaVision Biotec) using a 4x objective for the fluorescent proteins or 1.3x objective for autofluorescence imaging. The ClearMap pipeline was used to map the data to the Allen Brain Reference Atlas^59^. All signal mapped to thalamus was summed and the percent of signal in each nucleus was calculated for each animal.

### Retrograde mapping

Two weeks post injection, mice were euthanized by intracardial perfusion with 1× PBS followed by 4% paraformaldehyde. Brains were post-fixed in 4% paraformaldehyde overnight at 4 °C. Serial coronal sections (50um) were collected and stained with NeuroTrace 640/660 (Thermo Fisher Scientific). Imaging was performed with an AZ100 automated slide scanning microscope using a 4x objective (Nikon, 0.4 NA). Image processing, registration to the Allen Brain Reference Atlas, and automated counting were performed using BrainJ (https://github.com/lahammond/BrainJ)^60^. Cell counts per animal were summed over anatomical regions or binned according to their mapped position for comparative analysis.

### Two-photon imaging and analysis

All behavioral training and habituation were conducted as described above. Training did not commence until at least 8 weeks post viral injection. A behavioral assembly similar to those described for behavior was placed on a modified 2p microscope (Bruker) for calcium imaging experiments. A 25x water immersion objective (Olympus,1 NA) was used with a mode-locked Ti:sapphire laser (Verdi 18 W, Coherent) at 920 nm. Images were collected with Prairie View software (Bruker) at 64 Hz and averaged every 4 images for an effective sampling rate of 16 Hz. The pial surface of the brain surface was identified at the beginning of each imaging session, and fields of view were selected at least 300 um below the pial surface. Voltage recordings of the encoder and solenoid were also collected with Prairie View. The behavioral code was run from a separate computer, and all behavioral components recorded. The encoder signal was used to align the imaging to the behavioral recordings. Motion correction and signal extraction was performed using CNMF^48^ with an autoregressive process *p* of 2. For analysis of the whole session, the ΔF/F or deconvolved events were z-scored over the whole session for individual neurons and then aggregated across animals for further analysis. For analysis of trials or pulls, the ΔF/F or deconvolved events were z-scored to signal 2-1.5 s prior to the movement event for each neuron. Classification was performed by calculating the approximate integral using the trapezoidal method for 100 ms bins starting 2 s before pull max and extending 2 s after and z-scored to the first five bins (−2 to −1.5 from pull max). Neurons with at least two bins of the 3 proceeding and the 3 preceding the pull max (total of 600 ms) with a z-score greater than 2 or −2 were classified as up or down respectively. All other neurons were classified as not modulated. Analysis was performed using MATLAB 2021b.

### Optogenetic manipulations

All behavioral training and habituation were conducted as described above. On the days of optogenetic manipulations, a plastic fiberoptic patch cord (960 um core; 0.63 NA) ending in a metal ferrule (Doric) was placed directly over the cranial window. A multichannel LED driver (Doric) was used with 465 nm central wavelength connectorized LED (Doric; ~35 mW). For closed-loop experiments, a pulse was sent at trial start on one third of trials to the driver to trigger light delivery as programmed in Doric Neuroscience Studio software. Light was delivered for 400 ms at 20hz with a pulse width of 10 ms. For open-loop experiments, light delivery was triggered using a random number generator to give light for 10% of the session. Light was delivered for 1.2 s at 20 hz.

Data displaying group comparisons was averaged over the days of manipulations and then over the animals of each group. Metrics presented by animal, such as peak velocity and distance, was measured per trial and then averaged for each day of manipulations and then by animal. Analysis was performed using MATLAB 2021b and GraphPad Prism9.

Right limb position during wheel pull trials and during locomotion was extracted using DeepLabCut^61^. Frames were annotated to track the wrist. Euclidian distance was calculated to each subsequent frame within the trial. For wheel pull trials, the max was taken for each trial and averaged for each animal for either light on or light off trials. For locomotion, the Euclidian distance from frame to frame was summed. All trials were averaged for each animal for either light on or light off trials.

### Slice electrophysiology

Mice were deeply anesthetized with isoflurane and transcardially perfused with an ice-cold carbogenated solution of HEPES-sucrose artificial cerebrospinal fluid (ACSF) containing 110 mM NaCl, 10 mM HEPES, 25 mM glucose, 75 mM sucrose, 7.5 mM MgCl_2_, and 2.5 mM KCl. The brain was removed from the skull and glued to the stage of a vibrating microtome (Leica). Next, 300-μm coronal brain slices were cut in a bath of ice-cold, slushy, HEPES-sucrose ACSF. Slices were incubated for 30 min in a 34 °C bath of normal carbogenated ACSF containing 124 mM NaCl, 2.7 mM KCl, 2 mM CaCl_2_, 1.3 mM MgSO_4_, 26 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 18 mM glucose and 0.79 mM sodium ascorbate. Slices were then transitioned to room temperature, where they remained for the duration of the experiment. Patch electrodes (1–3 MΩ) were filled with a cesium/QX-314-based internal solution containing 5 mM QX-314, 2 mM ATP magnesium salt, 0.3 mM GTP sodium salt, 10 mM phosphocreatine, 0.2 mM EGTA, 2 mM MgCl_2_, 5 mM NaCl, 10 mM HEPES, 120 mM cesium methanesulfonate and 0.15% Neurobiotin. All recordings were made using a Multiclamp 700B amplifier, the output of which was digitized at 10 kHz (Digidata 1440 A). Series resistance was always <20 MΩ and was compensated up to 90%. Neurons were targeted with DIC microcroscopy and epifluorescence when appropriate. Excitatory or inhibitory currents were isolated by clamping membrane voltage at −70mV or 0 mV, respectively. GABA_A_ currents were blocked by superfusion of 10uM Gabazine for 10 min. Neurobiotin-filled cells were visualized post hoc through streptavidin processing. Brain slices were fixed in 4% paraformaldehyde for 1 h and rinsed several times in PBS. Slices were initially permeabilized in 1% Triton-containing PBS for 1 h at room temperature. Slices were incubated overnight at 4 C in 0.3% Triton PBS containing 0.1% Streptavidin DyLight Fluor 405, followed by several PBS rinses at room temperature.

### Histology and imaging

Images of CaMPARI photoconversion were obtained from mice trained as described above. Images of GCaMP expression were obtained from mice used for imaging once all training was complete. All mice were euthanized by intracardial perfusion with 1× PBS followed by 4% paraformaldehyde. Brains were post-fixed in 4% paraformaldehyde overnight at 4 °C. Coronal sections (50um) were cut with a vibratome. DAPI was used as a counterstain. GCaMP signal and hChR2-EYFP expression was amplified with chicken GFP antibody (Aves). TdTomato expression was amplified with rabbit RFP antibody (Rockland). For CaMPARI slices, imaging was performed with a confocal microscope (Zeiss 880) with a 20x objective within a week of mounting. All other images were acquired with a W1-Yokogawa spinning disk confocal microscope with a 4x objective for zoomed out panels or 20x objective for zoomed in panels.

### Statistical analysis

Statistical parameters, statistical tests, and statistical significance are reported throughout. Significance is defined as P < 0.05 with significance annotations of *P < 0.05, **P < 0.01, ***P < 0.001 and ****P < 0.0001. All statistical analysis was performed using R, GraphPad Prism, Python, or MATLAB.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description Of Additional Supplementary File

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Single-cell RNA-sequencing data has been deposited in the Gene Expression Omnibus under accession number GSE292904. Larger datasets have been deposited in the Figshare database under the following DOI: 10.6084/m9.figshare.28111892. Any additional data not found in source data that support the findings of this study will be made available with no restrictions upon request. Source data are provided with this paper.

## Code availability

Code used in this study for MATLAB based analysis uses standard functions and is available from upon request.

# Supplementary material for: Corticothalamic neurons in motor cortex have a permissive role in motor execution
**Source:** Nat Commun. 2025 May 21;16:4735. doi: 10.1038/s41467-025-59954-1
**Supplement:** Supplementary file 2 — Description Of Additional Supplementary File

Description of Additional supplementary file

Supplementary Movie 1. Representative example of light off trial executed by a control mouse. Trial start and reward are denoted. LED flashes also denote reward delivery.

Supplementary Movie 2. Representative example of light on trial executed by a control mouse. Trial start and concurrent opsin activating light are denoted.

Supplementary Movie 3. Representative example of light off trial executed by an hChR2 mouse. Trial start and reward are denoted. LED flashes also denote reward delivery.

Supplementary Movie 4. Representative example of light on trial executed by an hChR2 mouse. Trial start and concurrent opsin activating light are denoted.

# Supplementary material for: Corticothalamic neurons in motor cortex have a permissive role in motor execution
**Source:** Nat Commun. 2025 May 21;16:4735. doi: 10.1038/s41467-025-59954-1
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Behavioral data was collected with MATLAB 2015. Calcium Imaging data was collected with Prairie View
Data analysis	Behavioral data was analyzed with MATLAB 2021b using standard functions. Prism 9 was used to generate plots and for statistical analysis. ClearMap (Python) was used for analysis of AdipoClear projection mapping. BrainJ (Fiji) was used for anatomical mapping. Single-cell RNA sequencing data was analyzed using Cellranger (10x Genomics) and Seurat v4.0.0.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a data availability statement . This statement should provide the following information, where applicable: - Accession codes, unique identifiers, or web links for publicly available datasets - A description of any restrictions on data availability - For clinical datasets or third party data, please ensure that the statement adheres to our policy	
Single-cell RNA-sequencing data had been deposited in the Gene Expression Omnibus under the accession number GSE292904 . Source data are provided as Source	

data files. Larger data sets have been uploaded to Figshare under the following DOI: 10.6084/m9.figshare.28111892 . Any other data supporting this study is available upon request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were determined based on similar behavioral studies in the field (see references 23 and 27). No statistical methods were used to calculate sample size.

Data exclusions

Preestablished criteria was used for any exclusions. For studies reliant on stereotactic injections, animals were excluded if targeting was not as specific as intended.

Replication

All experiments contained animal replicates with numbers noted throughout the manuscript. Effect were examined in each animal before this was aggregated for cohort level analysis.

Randomization

Mice were randomly assigned to control or experimental groups.

Blinding

Behavioral analysis was performed blind to whether animals were in control or experimental groups until aggregated for final comparisons.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

chicken GFP antibody (Aves; GFP1020; polyclonal); dilution of 1:2500
 rabbit RFP antibody (Rockland; 600-401-379; polyclonal); dilution of 1:2500
 donkey anti-rabbit Alexa Fluor 647 (ThermoFisher Scientific; A31573; polyclonal); dilution of 1:2500
 donkey anti-chicken Alexa Fluor 647 (ThermoFisher Scientific; A78952; polyclonal); dilution of 1:2500

Validation

chicken GFP Quality Control statement from Aves:
 Antibodies were analyzed by western blot analysis (1:5000 dilution) and immunohistochemistry (1:500 dilution) using transgenic mice expressing the GFP gene product. Western blots were performed using BloKHen® (Aves Labs) as the blocking reagent, and HRP-labeled goat anti-chicken antibodies (Aves Labs, Cat. #H-1004) as the detection reagent. Immunohistochemistry used tetramethyl rhodamine-labeled anti-chicken IgY.

rabbit RFP Purity/Specificity statement from Rockland:
 This product was prepared from monospecific antiserum by immunoaffinity chromatography using Red Fluorescent Protein (Discosoma) coupled to agarose beads followed by solid phase adsorption(s) to remove any unwanted reactivities. Expect reactivity against RFP and its variants: mCherry, tdTomato, mBanana, mOrange, mPlum, mOrange and mStrawberry. Assay by immunoelectrophoresis resulted in a single precipitin arc against anti-Rabbit Serum and purified and partially purified Red Fluorescent Protein (Discosoma). No reaction was observed against Human, Mouse or Rat serum proteins.

donkey anti-rabbit Alexa Fluor 647 statement from ThermoFisher Scientific:
 To minimize cross-reactivity, these donkey anti-rabbit IgG whole antibodies have been affinity-purified and show a published cross-reactivity to rat IgG. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondaries flow through.

donkey anti-chicken Alexa Fluor 647 statement from ThermoFisher Scientific:
 This donkey anti-chicken IgY (H+L) whole secondary antibody has been affinity-purified and shows minimum cross-reactivity to bovine, goat, guinea pig, syrian hamster, horse, human, mouse, rabbit, rat and sheep serum proteins. Cross-adsorption or pre-adsorption is a purification step to increase specificity of the antibody resulting in higher sensitivity and less background staining. The secondary antibody solution is passed through a column matrix containing immobilized serum proteins from potentially cross-reactive species. Only the nonspecific-binding secondary antibodies are captured in the column, and the highly specific secondary antibodies flow through.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The strains used were: C57BL6/J (Jackson Laboratories, 000664), FoxP2-Cre (Jackson Laboratories, 030541), and Ntsr1-Cre (Mutant Mouse Resource & Research Centers, 030648-UCD). Adult mice, aged 2–6 months, were used for all experiments

Wild animals

This study did not involve wild animals.

Reporting on sex

Adult mice of both sexes, aged 2–6 months, were used for all experiments, except for RNA sequencing which only used males aged 3 months.

Field-collected samples

This study did not involve samples field-collected samples.

Ethics oversight

All experiments and procedures were performed according to National Institutes of Health (NIH) guidelines and approved by the Institutional Animal Care and Use Committee of Columbia University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.
Novel plant genotypes	Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.
Authentication	Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	M1 was quickly dissected, and single-cell suspensions were generated using the previously described protocol optimized for preserving transcriptional state with the following modifications (Hrvatín, S. et al. Single-cell analysis of experience-dependent transcriptomic states in the mouse visual cortex. Nat Neurosci 21, 120-129 (2018). https://doi.org/10.1038/s41593-017-0029-5). The dissected M1 tissue was further triturated with spring scissors. Incubation with papain was conducted using a dialysis membrane (Fisher Scientific, Slide-a-Lyzer MINI Dialysis Device, 10k molecular weight cut-off) suspended in a beaker of dissociation solution allowing for constant oxygenation (95% O ₂ and 5% CO ₂) of the solution without disrupting enzyme integrity within the dialysis membrane. After enzymatic dissociation, the tissue was broken into a single-cell suspension by gently pipetting using wide-bore pipette tips. The sample was cleaned using the Debris Removal Solution (Miltenyi Biotec) as described by the manufacturer. Cells were suspended in dissociation solution containing 0.04% BSA, Vybrant DyeCycle Ruby for exclusion debris, and RNAase inhibitors.
Instrument	Cell sorting was performed using a FACS Aria Cell Sorter (Becton Dickinson) with a 130 um nozzle at 12 PSI using the following laser lines and filters: CaMPARI Green, 488 nm, 530/30 bandpass; CaMPARI Red, 561 nm, 610/20 bandpass; DyeCycle Ruby, 637 nm, 670/30 bandpass.
Software	Data was collected with FACSDiva software (Becton Dickinson).
Cell population abundance	Population abundance was not calculated.
Gating strategy	An initial gate using DyeCycle ruby was used to identify live cells. CaMPARI gates were set using a sample not expressing CaMPARI and a sample not exposed to photoconversion light. Any cells with detectable red fluorescence were collected.

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

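The data are single-cell RNA counts of motor cortex cells sorted for red CaMPARI, in 14 libraries, each pooled from several mice. The control condition has 4 libraries of untrained mice, the early condition 4 and the late condition 5, and 1 further library labeled baseline, which the paper does not describe, was left out of every test. The authors aligned the reads to mm10 with Cell Ranger 3.1.0, and the deposited values are raw counts of UMIs per gene and barcode, empty droplets included, with no normalization. The genes common to the 2 lists used for counting, 30406 of them, were kept, and genes were placed by the Ensembl identifiers of GENCODE M21.

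Cells were called per library after the Cell Ranger procedure, with 3000 expected cells, an ambient profile from barcode ranks 45000 to 90000, candidates of at least 500 UMIs, 10000 simulations and a false discovery rate of 0.01. Cells with over 20% mitochondrial UMIs, or under 200 UMIs outside mitochondrial, ribosomal protein, pseudogene and predicted genes, were then removed. All cells were clustered at resolution 0.4 on 40 principal components, 30 of them after Harmony, and the neurons of each branch again at resolution 0.2 on 30 components, 20 of them after Harmony, with 20 neighbors and seed 7. The paper's SCTransform, Azimuth and Harmony packages were not available, so Harmony was written from its published algorithm and log-normalized counts were used. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Both steps were checked on simulated data. Cell calling, with fewer expected cells and fewer simulations than in the real run, kept 400 of 400 large cells and 188 of 200 small cells. It kept 1 of 100 droplets of free RNA with 500 or more UMIs and 0 of 94300 with few UMIs. Clustering with integration gave 6 clusters for 6 simulated types. Every batch drew the types in the same proportions, so this check does not cover libraries that differ in composition.

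A cluster took the name of the class whose fixed markers scored highest, with a score of at least 0.2 and at least 3 markers detected. The part of this rule that scores a marker only where some cluster reaches 10 CPM was set after the clusters had been seen, and it decides that the smaller of the 2 clusters of the L6 CT-like class has a name. The copy of the source data at hand gives the paper's subtype labels for 1997 cells of 2 libraries. These labels were carried over by the 15 nearest neighbors, and the rare inhibitory labels rest largely on the labeled cells themselves.

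Shares were tested with edgeR on cell counts, with exact permutation tests of the shares beside it. Gene counts were summed per library over IT-like and over L6 CT-like cells where a library had at least 10 such cells, which left 13 libraries for IT-like neurons, and 3 control, 4 early and 4 late libraries for L6 CT-like neurons. These sums were normalized by TMM, filtered by filterByExpr and tested with edgeR's quasi-likelihood test over all conditions, with Benjamini-Hochberg adjustment and a threshold of 0.05. A set of 19 gene lists was fixed in advance and tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry; 17 had the 3 measured members needed. Simulated changes were tested late against control. In IT-like neurons 9, 32, 48 and 50 of 50 genes changed 1.5-fold, 2-fold, 4-fold and 8-fold were called, and 5 of 12894 unchanged genes. In L6 CT-like neurons 2, 9, 47 and 48 of 50 were called, and 10 of 9595 unchanged genes. Each gene was drawn independently, so these numbers do not cover differences between libraries that many genes share.

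Genes are named by a rule: where genes pass and their groups do not overlap, the 10 largest changes in each direction; where none passes, the 5 smallest p in each direction; up to 4 members of a list; and Foxp2, Fezf2, the genes in the cluster names and the fixed markers. Predicted genes, Xist and Y-linked genes are passed over. Alternatives covered the cells kept, doublets, resolution, integration, labels, denominators, tests, normalization, filters, minimum cells, the replicate numbers as a block and each library left out in turn. 3 alternatives were added after seeing the data: the paper's filter on every barcode without cell calling, the smaller L6 CT-like cluster left unnamed, and the gene lists over libraries with the more common gene list only.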

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

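The tests of explanations given here, the splits of the libraries for the interferon median among them, were chosen after the results were seen. Of 60 groups of libraries searched for one far from the others, 3 had such a library, and chance alone gives about 1 in 20 groups, or 3 here.

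In control replicate 1 the median was 23106 UMIs per cell, far from the 13247 to 14559 of the other control libraries. In L6 CT-like neurons of early replicate 1 the interferon and antigen presentation genes summed to 384 CPM, far from 148 to 181 CPM in the other early libraries. Unnamed cells were 34.7% of the glutamatergic neurons of late replicate 4, far from 7.25% to 12.2% in the other late libraries.

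The other signals lie in data the paper does not report on. In the baseline library, unnamed cells of few UMIs were 26.3% of the glutamatergic neurons, against 3.71% to 12.8% in the control libraries, and Isg15 in IT-like neurons stood at 14.0 CPM, against 2.52 to 8.51 CPM.

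Interferon and antigen presentation genes, a list the paper does not discuss, were higher in IT-like neurons at late training, with a median log2 fold change of 2.01 over 18 measured genes, 18 of them higher, 14 of these adjusted over the list alone and 0 over all genes. RNA from microglia as the whole cause is argued against, since it carries at most 3.21% of the counts of the median list gene in a late library, and so are the longer gene list (median 2.07 with the shorter list only) and a single late library (1.85 at the lowest without each in turn). Only the real split of 100 gave a median as large (1 of 100, the highest other being 1.86), but the list was picked after it had been seen to stand out among 17 lists, so that chance is not excluded. Late training stays a hypothesis, because 0 libraries of untrained mice were collected on the late day, so that training, the day of collection and the time since virus injection cannot be told apart. With an estimated correlation the list had an adjusted p = 0.231, and by fry 0.457.

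The V-ATPase gene Atp6v0c differed between libraries. The gene list used for counting is a candidate explanation: the lowest IT-like level with the longer list was 90.3 times the highest with the shorter list. Late training as the cause is argued against by late replicates 1 to 3, whose mean was 0.790 of the control mean.

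For the higher share of L6 CT-like neurons at late training, 3 technical causes were weighed, each as the sole cause. The log2 fold change was 1.03 (standard error 0.40) without control replicate 1, 1.48 (standard error 0.57) with the cells of few UMIs left out and 1.27 (standard error 0.50) with the smaller cluster left unnamed, so none of them accounts for the whole difference. The share itself missed the adjusted threshold, and the day of collection goes with the condition here too, so a training effect stays a hypothesis.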

How the results depend on the processing

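The alternatives named as added in the processing summary were chosen after seeing the data; the others were planned. The late against control difference in the L6 CT-like share kept its direction in 24 of 24 alternatives. It passed the threshold at resolution 0.4 (1.38, adjusted p = 0.0295) and 0.8 (1.38, adjusted p = 0.0189). It also passed with the paper's filter on every barcode (1.66) and with named classes only as total (1.48). With only the libraries of the most common gene list (1.62) it passed too. Each gave 1 class that differs instead of 0, over adjusted p from 0.0189 to 0.254. At both resolutions the share kept the median and SD of the main setting in each condition, so those passes add no separate evidence. Without each library in turn the log2 fold change ranged from 1.03 (without control replicate 1) to 1.67, and the number of classes from 0 to 1 (without late replicate 4). Early against control ranged from 0.26 to 0.91 and late against early from 0.60 to 0.96 without each library. With the replicate block the late against control log2 fold change was 1.52 (adjusted p = 0.193). The replicate numbers did not pair the libraries over all conditions: 12 pairs of the same number correlated from -0.48 to 0.49 (median -0.04). Between control and early libraries, replicates 2, 3 and 4 correlated with their own number at 0.48, 0.49 and 0.45, and replicate 1 at 0.04. The 44 other pairs ranged from -0.57 to 0.61 (median -0.02), and 2 of 13 libraries correlated best with their own number. Genes in IT-like neurons, late against control, went from 0 to 18 (DESeq2), 8 (only the 2 groups compared) and 39 (sums per IT class, limma-voom). Late against early they went from 0 to 1 (DESeq2, Atp6v0c alone), 18 (sums per IT class) and 0 to 6 (6 without early replicate 1). The 18 of DESeq2 include Atp6v0c and Akap2, whose levels go with the list used for counting, and also Gbp3, Ifih1 and Ifit3. The 8 were Gbp3, Ifih1, Ifit1, Ifit3, Isg15, Oasl2, Rtp4 and Samd9l. The 6 were Isg15, Lgals3bp, Oasl2, Rnf213, Samd9l and Trim34a. In L6 CT-like neurons, with no filter except at least 1 count, 10 genes passed late against control, 15 late against early and 10 in the late effect compared with IT-like neurons, where leaving out each library gave 0 to 1 (without control replicate 2). Gene list calls went from 32 to 0 with an estimated correlation and to 0 with fry, and ranged from 25 to 44 without each library. The interferon median, early against control, reversed without early replicate 1 in IT-like (-0.21, range without each library to 1.29) and L6 CT-like neurons (-0.35, range to 1.09), and without control replicate 3 in the latter (-0.067). Atp6v0c in L6 CT-like neurons, late against early, reversed from 6.50 to -0.091 with the replicate block and to -0.32 both without late replicate 5 and with only the most common gene list, which then leaves no library of the longer list, and without each library ranged up to 7.06. For the others the cause was not tested. Depth limits the detection of single genes: Fezf2 was found in 58.5% of L6 CT-like cells with all UMIs and in 21.1% with cells thinned to 3000 UMIs.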

Differences from the paper's values

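The paper's median of 7971.5 UMIs, given over all runs, stands against 15836.5 over neurons here (15118 over all kept cells, glia included), and it also differs from the values under both higher minimums of UMIs per cell (16736.5 and 17254) and with scrublet doublets removed (15842), all set before the data were examined. The paper's filter on every barcode, chosen after seeing the values, gives 10812, which does not differ by the rule used.

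For the late against control share of corticothalamic neurons the paper's p is 0.00394 and the unadjusted p here is 0.0117. The paper's test is another one, ANCOM-BC, which was not available here. Of the alternatives set before the data were examined, resolution 0.4 (p = 0.00492), resolution 0.8 (p = 0.00315) and only the libraries of the most common gene list (p = 0.00366) come within 1.5 times of the paper's value and the others set then do not. The paper's filter on every barcode, chosen after seeing the values, also does (p = 0.00354), and the smaller cluster left unnamed, chosen likewise, does not (p = 0.0185).

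The median share of subtype e9 is about 3% in the control and about 4.5% in the early condition in Fig. 1G, read by eye, in the paper, and 5.72% and 6.94% for the L6 CT-like class here. Among alternatives set in advance, labels of the source data carried over (3.53% and 5.06%) lie within 1.5 times of the paper's values. The others set then do not. The paper's filter on every barcode, chosen after seeing the values, gives 3.98% and 6.08%, which also lie within 1.5 times. This rule is no statistical test.

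The paper states that subtype e6 was enriched at late relative to early training; here, with labels carried over, its log2 fold change was -0.85 (standard error 0.41, adjusted p = 0.334 from edgeR). The paper states further enrichments, of e2, e5, e7, e9, i2, i7 and i9 at late training and i7 at early training relative to control, of i10 at late relative to early training, and of i1 at early training. Here e2, e7, e9 and i10 had the paper's direction and none passed the adjusted threshold. No direction could be measured here for e5, i1, i2, i7 and i9. The copy of the source data at hand, 1997 of 16489 cells from 2 libraries, holds too few cells with these labels. Of the settings run, 6 call the class of corticothalamic neurons, late against control. They are resolution 0.4, resolution 0.8, the paper's filter on every barcode and named classes only as total. They also include only the libraries of the most common gene list and the setting without late replicate 4.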

Other observations

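The tests here were planned, and which genes to name was fixed by rule. In IT-like neurons at late training against untrained mice no gene passed the adjusted threshold in edgeR, and the genes named were among those with the smallest p in each direction: Samd9l stood at 10.3 CPM against 3.21 CPM (log2 fold change 1.72, standard error 0.30, adjusted p = 0.410 from edgeR), with Ifih1 at 1.71, Rtp4 at 2.95 and Gbp3 at 3.66, and the glycosyltransferase Galnt14 at 1.15. Atp1b2, Tmbim1, Hmga1b, Tmem145 and Plxdc1 were the lowest by p, at -0.57, -0.99, -1.43, -0.70 and -0.56. Isg15, of the interferon list, had 44.1 ± 15.7 CPM (SD, n = 5) in late, 10.9 ± 13.7 CPM (SD, n = 4) in early and 5.31 ± 2.53 CPM (SD, n = 4) in control IT-like neurons, and the early mean rests on early replicate 1 with 31.2 CPM. In edgeR 0 of 13094 genes passed, 743 had an unadjusted p under 0.05, and 18 passed in DESeq2 and 39 with limma-voom on sums per IT class.

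In L6 CT-like neurons at late training, Neat1 (log2 fold change 2.08), Irf9 (1.45), Oard1 (1.44) and Tapbp (1.03) were among the highest by p against untrained mice, and Crtc2 (-1.16), Polrmt (-1.16), Decr2 (-1.06), Slc52a2 (-1.30) and Ptchd4 (-1.89) lowest, each with an adjusted p of 0.966 from edgeR. Of 9795 genes 0 passed there in edgeR and 0 of 9792 in DESeq2, with 337 at an unadjusted p under 0.05 in edgeR, a number that rests on single libraries: it was 179 without late replicate 2, 191 and 195 without control replicates 2 and 3, 1049 without control replicate 4 and 1287 without late replicate 1. The counts passing in edgeR were also 0 in early against control and late against early, with 374 and 1112 genes at an unadjusted p under 0.05 in IT-like and 148 and 168 in L6 CT-like neurons. These numbers move as far: 374 became 141 without early replicate 2 and 1103 without early replicate 3, and 1112 became 483 without early replicate 2, 1694 without early replicate 1 and 2102 without late replicate 3. Likewise 148 became 73, 94 and 324 without early replicates 1, 2 and 3 and 368 without control replicate 4, and 168 became 88 without late replicate 5, 92 and 266 without early replicates 2 and 1 and 411 without late replicate 1. Whether the late effect differs between L6 CT-like and IT-like neurons was tested over 11608 genes, with 0 passing in edgeR and 356 at an unadjusted p under 0.05 (571 without late replicate 1 and 660 without control replicate 4).

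Among gene lists in IT-like neurons, late against control, camera with the preset correlation called interferon and antigen presentation (adjusted p = 8.58e-22), ionotropic glutamate receptors (median 0.14, adjusted p = 0.00172) and mitochondria-encoded genes (median 0.19, adjusted p = 0.0179). The number called there and in the other comparisons was 3, 8 and 7 in IT-like neurons (late against control, early against control, late against early) and 7, 2 and 5 in L6 CT-like neurons, with 0 in each by fry and with an estimated correlation, where the smallest adjusted p was 0.231, 0.734, 0.611, 0.410, 0.979 and 0.153 in that order. In L6 CT-like neurons, late against control, cytosolic ribosomal protein genes had a median of 0.48, 30 of 30 higher, and cholesterol synthesis genes 0.36, 16 of 19 higher.

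Over other splits of the libraries into groups of the same sizes, chance cannot be excluded for the numbers of gene lists, and for genes the real count of 0 is reached by every split, so that those splits decide nothing. For genes, late against control in IT-like neurons, 100 of 100 splits gave as many as the real 0, with 584 the highest other, and for lists 97 of 100 gave as many as the real 3, the highest other being 12. Early against control in IT-like neurons, 35 of 35 splits reached the real 0 genes (highest other 149) and 5 of 35 the real 8 lists (highest other 10), and late against early 100 of 100 reached 0 genes (highest other 159) and 51 of 100 reached 7 lists (highest other 13). In L6 CT-like neurons the splits were 35 of 35 for 0 genes (highest other 2415) and 19 of 35 for 7 lists (highest other 11), late against control, then 35 of 35 for 0 genes (highest other 0) and 32 of 35 for 2 lists (highest other 9), early against control, and 35 of 35 for 0 genes (highest other 17) and 25 of 35 for 5 lists (highest other 14), late against early. For the late effect in L6 CT-like compared with IT-like neurons 35 of 35 reached 0 genes, the highest other being 40. The splits that call many genes, among them late replicates 2, 3 and 5 with control replicate 4 in L6 CT-like neurons, point to some structure of the samples, which was not tested further, and control replicate 4 holds only 11 L6 CT-like cells.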
